# Intact interleukin-10 receptor signaling protects from hippocampal damage elicited by experimental neurotropic virus infection of SJL mice

**DOI:** 10.1038/s41598-018-24378-z

**Published:** 2018-04-17

**Authors:** Ann-Kathrin Uhde, Malgorzata Ciurkiewicz, Vanessa Herder, Muhammad Akram Khan, Niko Hensel, Peter Claus, Michael Beckstette, René Teich, Stefan Floess, Wolfgang Baumgärtner, Klaus Jung, Jochen Huehn, Andreas Beineke

## Abstract

Theiler’s murine encephalomyelitis virus (TMEV) infection represents an experimental mouse model to study hippocampal damage induced by neurotropic viruses. IL-10 is a pleiotropic cytokine with profound anti-inflammatory properties, which critically controls immune homeostasis. In order to analyze IL-10R signaling following virus-induced polioencephalitis, SJL mice were intracerebrally infected with TMEV. RNA-based next generation sequencing revealed an up-regulation of *Il10*, *Il10rα* and further genes involved in IL-10 downstream signaling, including *Jak1*, *Socs3* and *Stat3* in the brain upon infection. Subsequent antibody-mediated blockade of IL-10R signaling led to enhanced hippocampal damage with neuronal loss and increased recruitment of CD3^+^ T cells, CD45R^+^ B cells and an up-regulation of *Il1α* mRNA. Increased expression of *Tgfβ* and *Foxp3* as well as accumulation of Foxp3^+^ regulatory T cells and arginase-1^+^ macrophages/microglia was detected in the hippocampus, representing a potential compensatory mechanism following disturbed IL-10R signaling. Additionally, an increased peripheral *Chi3l3* expression was found in spleens of infected mice, which may embody reactive regulatory mechanisms for prevention of excessive immunopathology. The present study highlights the importance of IL-10R signaling for immune regulation and its neuroprotective properties in the context of an acute neurotropic virus infection.

## Introduction

*Theiler’s murine encephalomyelitis virus* (TMEV), a neurotropic picornavirus, preferentially targets limbic and temporal structures, including the hippocampus, during acute infection in mice^1,2^. Due to robust antiviral immunity, C57BL/6 mice are able to eliminate the virus but develop marked hippocampal damage with neuronal loss, which is associated with seizure development^3–5^. In addition to acute neurological symptoms, it has been shown that TMEV-infection also leads to increased chronic seizure susceptibility, making *Theiler’s murine encephalomyelitis* (TME) a valuable infectious epilepsy model^2^. Hippocampal neuronal damage is further associated with impaired cognitive ability, anxiety-like behavior and disrupted spatial memory of infected C57BL/6 mice^6,7^. By contrast, SJL mice develop a biphasic disease with TMEV persistence and spinal cord demyelination due to ineffective antiviral immunity^8^. Unlike C57BL/6 mice, TMEV-infected SJL mice show a subclinical, transient polioencephalitis along with mild neuronal degeneration, which is not accompanied by seizure development in the acute disease^5^.

IL-10 is a pleiotropic cytokine with profound anti-inflammatory and tolerogenic properties, which is produced by resident microglia, CNS-infiltrating macrophages and lymphocytes, particularly regulatory T cells (Treg), in inflammatory disorders^9^. It is crucial for maintenance of immune homeostasis and plays a central role in a variety of human diseases^10–12^. Immunomodulatory effects following IL-10R ligation are mediated by activation of the *Stat3* pathway and *Socs3*^13^. In contrast to the predominantly therapeutic effect of IL-10 in autoimmune diseases, such as experimental autoimmune encephalomyelitis (EAE)^10^, an ambivalent and more complex function of IL-10R signaling has been described in infectious CNS disorders. Here, both beneficial and detrimental effects can be observed. On the one hand, IL-10 protects from excessive immune responses by downregulating self-destructive inflammatory processes^14,15^. On the other hand, overexpression of IL-10 is known to cause uncontrolled pathogen replication and increased pathogen mediated lesions^14,16^. For instance, IL-10 contributes to T cell exhaustion and causes persistence of *lymphocytic choriomeningitis virus* (LCMV) in C57BL/6 mice, which is circumvented by treatment with IL-10R blocking antibodies^17,18^. Similarly, genetic and antibody-mediated blockade of IL-10 signaling enhances antiviral immunity and decreases mortality rates in murine *West Nile Virus* infection^19^. By contrast, IL-10-deficiency in mice infected with neurotropic mouse hepatitis virus augments immune mediated brain damage without having any impact on the virus load^15^. Moreover, several studies have challenged the perception of IL-10 solely as an immunosuppressive molecule, since opposing effects on different Treg subsets and stimulating effects on effector T cells have been described depending on their activation state^20–24^.

Our previous studies on IL-10 in TME revealed only limited effects of anti-IL-10R treatment on spinal cord lesions and virus load in SJL mice during the chronic disease^25^. In acute TME, an elevated *Il10* expression primarily by infiltrating T cells was observed in the brain of SJL mice compared to those of seizure-prone C57BL/6 mice^26^. However, whether enhanced IL-10 signaling exhibits neuroprotective properties by preventing an excessive inflammatory response and/or accounts for reduced antiviral immunity during early infection has not yet been elucidated in TMEV-infected SJL mice^27^. Therefore, the aim of the present study was (i) to perform an expressional analysis of IL-10R signaling during the course of TMEV-induced polioencephalitis in SJL mice and (ii) to determine the effects of IL-10R blockade on hippocampal pathology during early TME in SJL mice.

## Materials and Methods

### Experimental design

25 five-week old female SJL and 5 five-week old female C57BL/6 mice (Harlan Winkelmann) were inoculated with 1.63 × 10^6^ PFU of TMEV (BeAn-strain, 0 days post infection [dpi]) into the right cerebral hemisphere following general anesthesia, as described previously^25^. In the first experiment, necropsy was performed in groups of five SJL animals at 4, 7 and 14 dpi, respectively. After euthanasia, animals were perfused via the left ventricle of the heart with PBS and brains were removed immediately. Subsequently, cerebra were cut transversally at the level of optic chiasm and the caudal parts were fixed in 10% formalin for 24 h, embedded in paraffin wax and processed for histology and immunohistochemistry (IHC). The rostral parts were snap frozen and stored at −80 °C until use for RNA extraction and RNA-Seq. In a second animal experiment, the effect of IL-10R signaling on immune regulation and neuropathology in TME was determined by Ab-mediated receptor blockade in SJL mice. Results were compared to TMEV-infected C57BL/6 mice not receiving IL-10Rα-specific Ab. SJL mice were infected as described above and injected with 250 µg rat anti-mouse IL-10Rα-specific Ab (clone: 1B1.3 A, BioXCell) or rat IgG1-specific isotype control (BioXCell) intraperitoneally at 0 dpi, respectively. The antibody clone has been shown to effectively block IL-10R in mice and induce immunopathology mediated by disturbed IL-10 signaling^17,19,25,28^. At 7 dpi, animals were euthanized and perfused. Brain was sampled for histology, IHC, RT-qPCR and plaque assay. In addition, spleen tissue was taken for flow cytometry, IHC and targeted RT-qPCR screening and blood samples were collected for flow cytometry by addition of heparin (1:1000, Heparin-Natrium-5000-ratiopharm VR GmbH).

All experiments were conducted in accordance with German law for animal protection and with the European Communities Council Directive for the protection of animals used for experimental purposes. Approval and authorization of the animal experiment were given by the local authorities (Niedersächsisches Landesamt für Verbraucherschutz und Lebensmittelsicherheit (LAVES), Oldenburg, Germany, permission numbers: 509c-42502-02/589, 33.12-42502-04-13/1138 and 33.9-42502-04-11/0538).

### Immunohistochemistry

IHC was performed on serial cross sections of the hippocampus using a CD3-specific Ab for detection of T cells, a CD45R/B220-specific Ab for detection of B cells, an TMEV-specific Ab for visualization of TMEV-antigen^29^ and a Foxp3-specific Ab for recognition of Treg. Additionally, a CD107b-specific Ab and an arginase-1 (Arg1)-specific Ab for detection of macrophages/microglia were used^30^. Damaged axons were labeled with a β-amyloid precursor protein (β-APP)-specific Ab^31^ and mature neurons were marked with an Ab directed against the neuronal nuclear protein NeuN. For detection of macrophages in spleen tissue a Chitinase-3-like protein 3 (CHI3L3, syn. Ym1)-specific Ab was used. Expression of Arg1 and CHI3L3 are induced by Th2 cytokines and considered to be associated with anti-inflammatory properties of macrophages/microglia^32,33^. All reactions were conducted as previously described^25,34,35^ and summarized in Table 1.

**Table 1:** Summary of Ab used for immunohistochemistry.

Ab	Clonality/clone	Manufacturer/Order No.	Pre-treatment and dilution	Specifity
CD3	pc	DakoCytomation A0452	Citrate buffer/microwave 1:1000	T cells
CD45R/B220	mc RA3-6B2	BD Biosciences 553085	Citrate buffer/microwave 1:1000	B cells
TMEV	pc	#	No pretreatment 1:2000	TMEV BeAn
Foxp3	mc FJK-16s	eBioscience 14-5773	Citrate buffer/microwave 1:50	Treg
CD107b	mc M3/84	AbD Serotec MCA2293B	Citrate buffer/microwave 1:200	Activated macrophages/microglia
Arginase-1	pc	Santa Cruz Biotechnology sc-18351	Citrate buffer/microwave 1:50	Macrophages/microglia with anti-inflammatory properties
β-APP	mc 22C11	Chemicon International MAB348	Citrate buffer/microwave 1:2000	Axonal damage
NeuN	mc A60	Chemicon International MAB377	Citrate buffer/microwave 1:2000	Postmitotic neurons
CHI3L3	pc	Abcam ab93034	Citrate buffer/microwave 1:100	Macrophages/microglia with anti-inflammatory properties

β-APP = Beta-amyloid precursor protein; CHI3L3 = chitinase-3-like protein 3; Iba-1 = ionized calcium binding adaptor molecule 1; mc = monoclonal; NeuN = neuronal nuclear protein; pc = polyclonal; TMEV = Theiler’s murine encephalomyelitis virus; # = not commercially available, published previously^29^.

For evaluating CD3, CD45R/B220, Foxp3, TMEV, CD107b, Arg1 and β-APP the absolute numbers of immunoreactive cells and axons, respectively, were manually counted in coronal sections of the hippocampus of each animal. The amount of NeuN^+^ neurons in the hippocampus was quantified on digitalized slides by densitometry using the analySIS® 3.2 software. CHI3L3^+^ cells in spleen sections were manually counted, averaging the sum of 10 randomly chosen high power fields per animal.

### Molecular analyzes

#### RNA isolation and reverse transcription

RNA was isolated from snap frozen brain and spleen tissue using an Omni´s PCR Tissue Homogenizing Kit (Süd-Laborbedarf GmbH), QIAzol^TM^ Lysis Reagent (Qiagen GmbH) and RNeasy^®^ Mini Kit (Qiagen GmbH) according to the manufacturer’s protocols. Subsequently, equal amounts of RNA were transcribed into cDNA with the Omniscript^TM^ RT Kit (Qiagen GmbH), RNAseOut^TM^ Recombinant Ribonuclease Inhibitor (Invitrogen^TM^ GmbH) and Random Primers (Promega GmbH) as described previously^35,36^.

#### RNA-based next generation sequencing (RNA-Seq)

Quality and integrity of RNA isolated from brain tissue was controlled on Agilent Technologies 2100 Bioanalyzer (Agilent Technologies). Purification of poly*-*A containing mRNA was performed using poly*-*T oligo attached magnetic beads (Illumina). Subsequently, mRNA was used for library preparation using the Script Seq v2 Library preparation kit (Illumina). Sequencing was carried out on Illumina HiSeq. 2500 using 50 bp single read. The sequenced libraries were assessed for read quality with *FastQC* (http://www.bioinformatics.babraham.ac.uk/projects/fastqc). Quality assessment showed neither insufficient read quality, nor nucleotide frequency biases introduced by primer contamination. Therefore, libraries were directly aligned to mouse reference genome (assembly: GRCm38) using splice junction mapper *Tophat2* v1.2.0^37^ with default parameterization.

Reads aligned to annotated genes were quantified with htseq-count (http://www-huber.embl.de/users/anders/HTSeq) program and RPKM (reads per kilobase max. transcript length per million mapped reads) normalized values were computed from raw gene counts. The principal component analysis (PCA) of the log2 transformed, scaled and mean centred RPKM values was performed using base functions *scale* and *prcomp* from the statistical data analysis framework R.

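In a PCA of log2(RPKM + 1), with each of the 28329 genes of non-zero variance centred and scaled over the 15 mice, PC1 held 22.1% and PC2 17.2% of the variance. The mean PC1 score was -40.2 ± 64.6 (SD, n = 5 mice) at 4 dpi, 91.2 ± 39.4 (SD, n = 5) at 7 dpi and -51.1 ± 21.7 (SD, n = 5) at 14 dpi. PC1 scores differed between 4 and 7 dpi (exact permutation test, p = 0.0159) and between 7 and 14 dpi (exact permutation test, p = 0.0079) but not between 4 and 14 dpi (exact permutation test, p = 0.754). PC2 scores differed between 4 and 7 dpi (exact permutation test, p = 0.0238) and between 4 and 14 dpi (exact permutation test, p = 0.0397) but not between 7 and 14 dpi (exact permutation test, p = 0.302). With mouse M150 left out, neither of these PC2 differences from 4 dpi passed 0.05 (exact permutation test, p = 0.246 and 0.206). Leaving out any 1 mouse at 14 dpi also lost the PC2 difference between 4 and 14 dpi (exact permutation test, p from 0.0635 to 0.0952). With genes centred but not scaled, PC2 did not differ between 4 and 7 dpi (exact permutation test, p = 0.0794). Between 7 and 14 dpi PC2 differed without mouse M151 or M155 (exact permutation test, p = 0.0476 and 0.0397). The sign of a component is arbitrary. Within 4 dpi, mouse M150 had a PC1 score of 53.0 and a PC2 score of -210.2, and mouse M147 a PC1 score of -129.1. With genes of a mean RPKM of at least 1 only, the sign of the difference between 4 and 14 dpi changed (exact permutation test, p = 0.992).

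**Figure D1:**
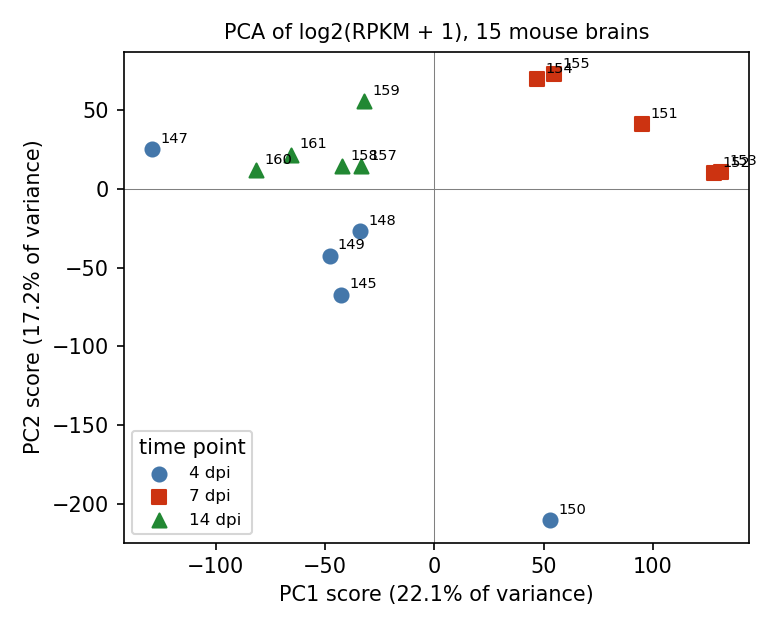
Scores of the 15 mouse brains on PC1 (22.1% of the variance) and PC2 (17.2%) of log2(RPKM + 1), 1 point per mouse, with the mouse number beside it and the symbol giving the time point. All 5 mice at 7 dpi have PC1 scores of 47.2 or more, and mouse M150 at 4 dpi lies apart on PC2.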

To determine the kinetics of *Il10* and related genes involved in IL-10 downstream signaling, six genes involved in interleukin-10 signaling were selected according to the Reactome pathway database^38,39^ (Pathway-Identifier: R-MMU-6783783) and literature research^40–42^. RPKM values of these genes were used for statistical analysis.

#### Real-time quantitative polymerase chain reaction (RT-qPCR)

RT-qPCR of brain tissue was performed for TMEV, *Il1α*, *Il2*, *Il4*, *Il5*, *Il6*, *Il10*, *Foxp3*, *Tnf*, *Ifnγ*, *Tgfβ1*, and three reference genes (*Gapdh*, *actβ*, *Hprt*) by use of the Mx3005P Multiplex Quantitative PCR System and Brilliant III Ultra-Fast SYBR^®^ Green RT-qPCR Master Mix (Agilent Technologies). All primer sequences were taken from the literature^25,26,35,43–45^ and are listed in supplemental Table S1. For quantification, ten-fold serial dilution standards ranging from 10^8^ to 10^2^ copies/µl were prepared. The normalization factor for correction of experimental variations was calculated from the three reference genes using geNorm software version 3.4^46^.

#### Targeted RT-qPCR screening

2.5 µg total RNA of each spleen was subjected to a reverse transcription reaction in a total volume of 40 µl employing 5 × FS-Buffer, 3 µg random hexamer primer, 200 U M-MLV transcriptase, 0.02 µmol dNTPs, and 0.4 µmol DTT (all Invitrogen^TM^ GmbH) as well as 40 U RNAse inhibitor (Agilent Technologies). 70 °C denaturation step was followed by a 1.5 h 42 °C reverse transcription step. 1 µl of individual cDNA preparations from each IL-10R-blocked and isotype-treated mouse, respectively, was pooled. The two pools were diluted 1:200 for subsequent qPCR which was performed as described previously^47^. Transcripts of three housekeeping genes and 32 genes involved in cytokine-, interferon-, chemokine- and innate immunity-related signaling were quantified as fold changes using the ΔΔC_T_-method. For a detailed list of genes and primer sequences, see supplemental Table S2. Transcripts reaching a threshold fold change of 1.5 were regarded as potentially regulated and subjected to RT-qPCR in non-pooled samples.

### Plaque assay

The cerebrum was weighed, diluted in Dulbecco’s modified Eagle Medium (PAA Laboratories) with 50 mg/kg gentamicin (Sigma-Aldrich) to a concentration of 10% and homogenized using Omni Tissue Homogenizer (Süd-Laborbedarf GmbH). Homogenates were serially diluted and added to 6-well culture plates (Sigma-Aldrich) of confluent L cells for 1 hour at room temperature, with gentle horizontal shaking and clockwise rotation in 10 minute intervals. Cells were then covered with methyl cellulose (Sigma-Aldrich) and incubated for 72 hours at 37 °C. Subsequently, methylcellulose was removed and the monolayer was fixed with 10% buffered formalin. Plaques were visualized by staining with crystal violet (Merck). The plaques were counted in wells containing between 10 and 100 plaques and the PFU/ml were determined by multiplying by the dilution factor of the homogenate and dividing by the amount of homogenate added per plate.

### Flow cytometry

For phenotypical analysis of peripheral leukocytes, spleen samples were dissolved to single cell suspension, erythrocytes were lysed and cell numbers were determined as described previously^25^. After blocking the FC-receptor II/III by preincubation with a CD16/CD32-specific Ab (clone 2.4G2; BioXCell), dead cells were stained using the LIVE/DEAD® fixable dead cell stain kit (Invitrogen^TM^ GmbH). Subsequently, CD4- (PacificBlue; clone GK1.5; BioLegend), CD8α- (HV500; clone 53-6.7; BD Biosciences), CD19- (PE-eFluor610; clone 1D3; eBioscience/Thermo Fisher Scientific), CD69- (FITC; clone H1.2F3; BioLegend) and CD44-specific Ab (APC; clone IM7; BioLegend) were added for fluorochrome-conjugated surface marker staining. For intracellular staining of Foxp3 the Foxp3 Transcription Factor Staining Buffer Set (eBioscience/Thermo Fisher Scientific) was used according to the manufacturer’s instructions. Samples were acquired with an LSRII SORP cytometer (BD Biosciences) and analyzed using FlowJo software version 9.6.4 (Tree Star, Ashland, USA). Blood samples were stained according to the same procedure.

### Statistical analysis

All statistical analyzes were conducted using Statistical analysis software SAS 9.3 and the Enterprise Guide 5.1 for Windows (SAS Institute Inc.). Comparison between different groups was performed using multiple Mann-Whitney U tests. Results were considered statistically significant at p-value < 0.05. Box and whisker plots were generated with GraphPad Prism 6.0 (GraphPad Software) and display median, minimum and maximum values as well as upper and lower quartiles. In the RNA Seq experiment, the IL-10 pathway data were also compared between experimental groups by global gene set tests^48^.

### Data Availability

RNA-Seq data can be accessed at GEO/SRA (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc = GSE103698). All other datasets generated and analysed during the current study are available from the corresponding author on reasonable request.

## Results

### Transcripts of interleukin-10 and related genes are upregulated in the brain during acute Theiler’s murine encephalomyelitis

Intracerebral TMEV infection led to an acute transient polioencephalitis in SJL mice. TMEV antigen was preferentially detectable within neurons of the pyramidal layer but also within the stratum moleculare at 4 and 7 dpi (Fig. 1a). A significant reduction of virus antigen was noted at 14 dpi (p = 0.016; Fig. 1b), indicating virus elimination in the hippocampus of TMEV-infected SJL mice after early infection.

**Figure 1:**
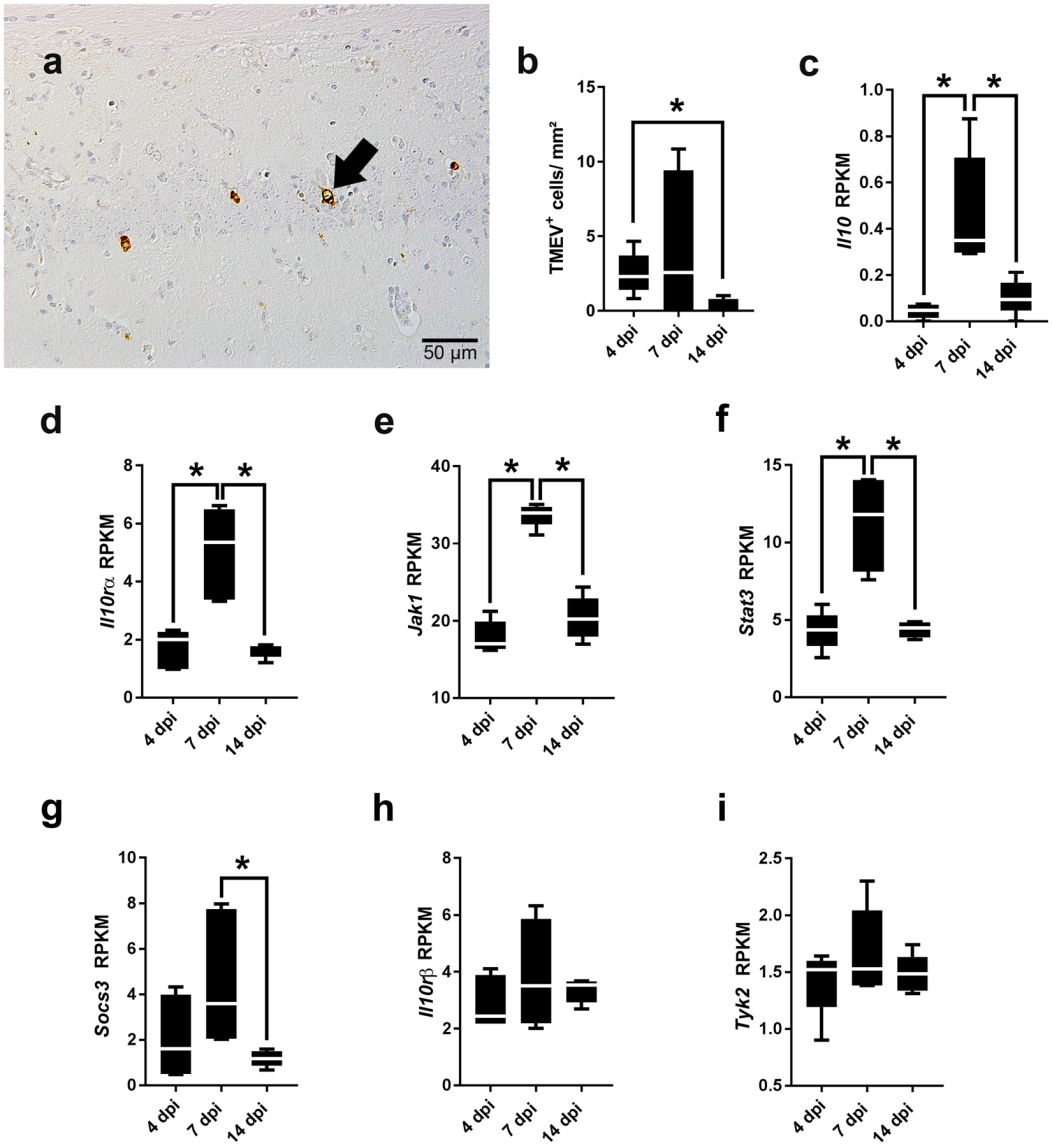
Quantification of Theiler’s murine encephalomyelitis virus (TMEV) antigen and IL-10 pathway genes in the brain of TMEV-infected SJL mice. (**a**) TMEV antigen (arrow) within neurons of the pyramidal layer at 7 days post infection (dpi). TMEV-specific immunohistochemistry. (**b**) Quantification of TMEV^+^ cells in the hippocampus. (**c**–**i**) Gene-wise comparison of *Il10*, *Ill10rα*, *Jak1*, *Stat3*, *Socs3*, *Il10rβ* and *Tyk2* at 4, 7, and 14 dpi. (**b**–**i**) Box plots display median and quartiles with minimum and maximum values. *Significant difference p ≤ 0.05 (Mann-Whitney U test). RPKM = reads per kilobase max. transcript length per million mapped reads.

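Brain RNA from 5 TMEV-infected SJL mice at each of 4, 7 and 14 dpi was sequenced as single reads of 50 bp, 1 library per mouse. The authors deposited the raw htseq-count number of reads on each of 39179 genes and the RPKM computed from it. No uninfected mice were among the 15 libraries, so each comparison is between time points after infection. Between 23915491 and 38694197 reads per mouse were counted on genes at 4 dpi (median 26335821), between 21513540 and 38390382 at 7 dpi (median 29279398) and between 26128688 and 39240796 at 14 dpi (median 30615779). The total by which the RPKM values had been scaled was 1.201 to 1.288 times the reads on genes. Reads on mitochondrial genes made up 24.0% ± 2.42 (SD, n = 5 mice) of the reads on genes at 4 dpi, 16.3% ± 1.16 (SD, n = 5) at 7 dpi and 20.3% ± 1.01 (SD, n = 5) at 14 dpi. Because these reads enter the RPKM total, a lower share raises the RPKM of all other genes, and log2 fold changes are therefore given from counts normalized by edgeR's TMM method. Gene-wise comparisons used the RPKM values as deposited and the exact two-sided Mann-Whitney U test, for which 5 mice against 5 cannot give a p-value below 0.0079. Over the 21 gene-wise tests (7 genes, 3 comparisons) p-values were also adjusted by the Benjamini-Hochberg method. Gene positions are those of GENCODE release M21 on GRCm38.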

To determine the kinetics of *Il10* and related genes involved in IL-10 downstream signaling during the course of acute TMEV infection, RNA-Seq of brain tissue was performed. Gene-wise comparison showed a significant upregulation of *Il10*, *Il10rα*, *Jak1* and *Stat3* expression at 7 dpi compared to 4 dpi (p = 0.009 for all genes) and a significant downregulation of the same transcripts at 14 dpi compared to 7 dpi (p = 0.009 for all genes; Fig. 1c–f). 

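Il10 (ENSMUSG00000016529) lies on chromosome 1 of GRCm38 from 131019845 to 131024974, on the + strand, with 5 exons in its transcript of 1310 nt. Its RPKM was 0.0446 ± 0.0300 (SD, n = 5 mice) at 4 dpi, 0.471 ± 0.247 (SD, n = 5) at 7 dpi and 0.104 ± 0.0757 (SD, n = 5) at 14 dpi. These values rest on 0 to 3 reads per mouse at 4 dpi, 12 to 42 at 7 dpi and 0 to 10 at 14 dpi. In the mice at 4 dpi, 3 reads correspond to an RPKM of 0.0469 to 0.0750, so the level at 4 dpi is at the limit of what this depth can show. This limit covers counting error only. Il10ra (ENSMUSG00000032089), on chromosome 9 from 45253837 to 45269149, had an RPKM of 1.71 ± 0.665 (SD, n = 5) at 4 dpi, 5.01 ± 1.56 (SD, n = 5) at 7 dpi and 1.62 ± 0.239 (SD, n = 5) at 14 dpi. Jak1 (ENSMUSG00000028530), on chromosome 4 from 101152367 to 101265282, had an RPKM of 17.9 ± 2.08 (SD, n = 5), 33.7 ± 1.51 (SD, n = 5) and 20.4 ± 2.75 (SD, n = 5) at 4, 7 and 14 dpi. Stat3 (ENSMUSG00000004040), on chromosome 11 from 100885098 to 100939540, had an RPKM of 4.31 ± 1.23 (SD, n = 5), 11.2 ± 3.01 (SD, n = 5) and 4.396 ± 0.501 (SD, n = 5) at these time points. For each of the 4 genes, every mouse at 7 dpi had a higher RPKM than every mouse at 4 dpi and every mouse at 14 dpi (exact Mann-Whitney U test, p = 0.0079 for each comparison). This is the smallest p-value that 5 mice against 5 allow (adjusted p = 0.0185 over 21 exact tests). Without adjustment for multiple tests, the alternative that moved these p-values most with all mice kept was the normal approximation with continuity correction, to 0.0122. With any 1 mouse left out, the exact p-value was 0.0159, the smallest that 4 mice against 5 allow. Between 4 and 14 dpi, the exact Mann-Whitney U test gave p = 0.103 for Il10, 0.690 for Il10ra, 0.0952 for Jak1 and 1 for Stat3. In edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, the log2 fold change from 4 to 7 dpi was 3.21 for Il10 (standard error 0.53, adjusted p = 0.00402), 1.36 for Il10ra (standard error 0.28, adjusted p = 0.00896), 0.72 for Jak1 (standard error 0.10, adjusted p = 0.00196) and 1.19 for Stat3 (standard error 0.19, adjusted p = 0.0031). From 7 to 14 dpi the same test gave -2.04 for Il10 (standard error 0.54, adjusted p = 0.0117), -1.49 for Il10ra (standard error 0.19, adjusted p = 0.000277), -0.60 for Jak1 (standard error 0.10, adjusted p = 0.000842) and -1.22 for Stat3 (standard error 0.15, adjusted p = 0.000271). The ratio of the mean RPKM of Jak1 at 7 and 4 dpi was 0.91 on the log2 scale, against 0.73 with TMM-normalized counts. It was 0.71 with counts scaled by the reads on non-mitochondrial genes, an alternative chosen after seeing the data. Among 200 genes of similar transcript length, GC content and expression, the log2 fold change of Jak1 lay at percentile 95.5 from 4 to 7 dpi and at percentile 4.5 from 7 to 14 dpi.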

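Socs3 (ENSMUSG00000053113) lies on chromosome 11 of GRCm38 from 117966079 to 117970047, on the - strand, with 2 exons in its longest transcript. Its RPKM was 2.11 ± 1.78 (SD, n = 5 mice) at 4 dpi, 4.63 ± 2.91 (SD, n = 5) at 7 dpi and 1.18 ± 0.347 (SD, n = 5) at 14 dpi, from 56 to 340, 136 to 703 and 69 to 199 reads per mouse. The difference between 4 and 7 dpi was within the spread between mice (exact Mann-Whitney U test, p = 0.222). From 7 to 14 dpi all mice were separated (exact Mann-Whitney U test, p = 0.0079, adjusted p = 0.0185), and between 4 and 14 dpi they were not (exact Mann-Whitney U test, p = 0.841). The log2 fold change was 0.94 from 4 to 7 dpi (standard error 0.63, adjusted p = 0.319) and -1.83 from 7 to 14 dpi (standard error 0.39, adjusted p = 0.00413) in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.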

*Socs3* expression showed similar expression kinetics and a significant difference was detected between 7 and 14 dpi (p = 0.009; Fig. 1g). 

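Il10rb (ENSMUSG00000022969) lies on chromosome 16 of GRCm38 from 91406164 to 91425834 and Tyk2 (ENSMUSG00000032175) on chromosome 9 from 21104068 to 21131243. The RPKM of Il10rb was 2.92 ± 0.905 (SD, n = 5 mice) at 4 dpi, 3.93 ± 1.88 (SD, n = 5) at 7 dpi and 3.35 ± 0.420 (SD, n = 5) at 14 dpi. For Tyk2 it was 1.42 ± 0.296 (SD, n = 5), 1.67 ± 0.385 (SD, n = 5) and 1.48 ± 0.167 (SD, n = 5). At 4 dpi, 186 to 389 reads per mouse were counted on Il10rb and 171 to 370 on Tyk2. The exact Mann-Whitney U test gave p = 0.690 for both genes between 4 and 7 dpi, and p = 1 for Il10rb and 0.421 for Tyk2 between 7 and 14 dpi. Between 4 and 14 dpi the p-values of this exact test were 0.548 and 0.841. When RPKM values were divided by the geometric mean of Gapdh, Actb and Hprt, the reference genes of the RT-qPCR, Tyk2 was lower at 14 than at 7 dpi (exact Mann-Whitney U test, p = 0.0159). These 3 genes themselves differed between 7 and 14 dpi in edgeR's test (adjusted p = 0.000875 for Gapdh, 0.0241 for Actb and 0.0242 for Hprt). Log2 fold changes from 4 to 7 dpi were 0.21 for Il10rb (standard error 0.31) and 0.055 for Tyk2 (standard error 0.16), with adjusted p = 0.679 and 0.838 in edgeR's quasi-likelihood test.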

No significant differences were detected in the expression of *Il10rβ* and *Tyk2* during the infection course (Fig. 1h,i). 

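The 7 genes of Fig. 1c–i were tested together with a statistic that sums the squared differences of the group means, each gene scaled to unit variance over the 10 mice. Of the 252 assignments of 10 mice to 2 groups of 5, none gave a larger statistic than the actual groups between 4 and 7 dpi (exact permutation test, p = 0.0079) or between 7 and 14 dpi (exact permutation test, p = 0.0079). This is the smallest p-value that 5 mice against 5 allow. Between 4 and 14 dpi the exact permutation test gave p = 0.452. Of the alternatives that kept all mice, only the asymptotic distribution of the same statistic in a linear model moved the p-value for 4 against 7 dpi and for 7 against 14 dpi, to 0.0056 and 0.0057. It is an approximation at this group size, unlike the exact permutation test. With any 1 mouse left out, the exact permutation p-value for 4 against 7 dpi and for 7 against 14 dpi lay between 0.0079 and 0.0159.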

The pathway-specific global test analysis yielded that the overall expression of IL-10 pathway targets was significantly different between days 4 and 7 (p = 0.002) and between days 7 and 14 (p = 0.004).

### Interleukin-10 receptor blockade enhances hippocampal damage in Theiler’s murine encephalomyelitis virus-infected mice

Transcriptome analysis revealed a transient activation of *Il10* and related transcripts. 

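Across the transcriptome, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment compared the 5 mice of each pair of time points. From 4 to 7 dpi, 1625 of 16644 genes were higher and 1614 lower at an adjusted p-value under 0.05. From 7 to 14 dpi, 3013 of 16595 genes were higher and 3305 lower. Between 4 and 14 dpi, 33 of 16598 genes were higher and 28 lower at 14 dpi. Of the alternatives that kept all mice, DESeq2 moved the count between 4 and 14 dpi most, to 265 genes higher and 456 lower. With 1 mouse left out, edgeR's count between 4 and 14 dpi ranged from 1 to 496 higher and from 2 to 694 lower. On simulated counts with 200 changed genes, 14.0% of DESeq2's calls and 4.02% of edgeR's were false. With a simulated shift of long transcripts, 34.9% of edgeR's calls were false, and 3.55% with offsets for transcript length and GC content. The simulation gave all genes the same dispersion and the changed genes a log2 fold change of 2. The false shares also depend on how many genes changed, so they do not carry over to the real counts of genes. Il10, Il10ra, Jak1 and Stat3 were among the genes that were higher at 7 than at 4 dpi and lower at 14 than at 7 dpi. Socs3 was past the threshold only from 7 to 14 dpi, and Il10rb and Tyk2 in neither comparison. Genes with long transcripts had higher log2 fold changes from 4 to 7 dpi (Spearman rho 0.374 across 16478 genes, which are not independent replicates) and lower ones from 7 to 14 dpi (rho -0.391 across 16431 genes). With offsets that remove the dependence on transcript length and GC content, the log2 fold change from 4 to 7 dpi was 3.46 for Il10, 1.38 for Il10ra, 0.57 for Jak1 and 1.02 for Stat3. From the rise at 7 dpi and the fall at 14 dpi of these transcripts, the paper concludes that Il10 and related transcripts were transiently activated.

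**Figure D2:**
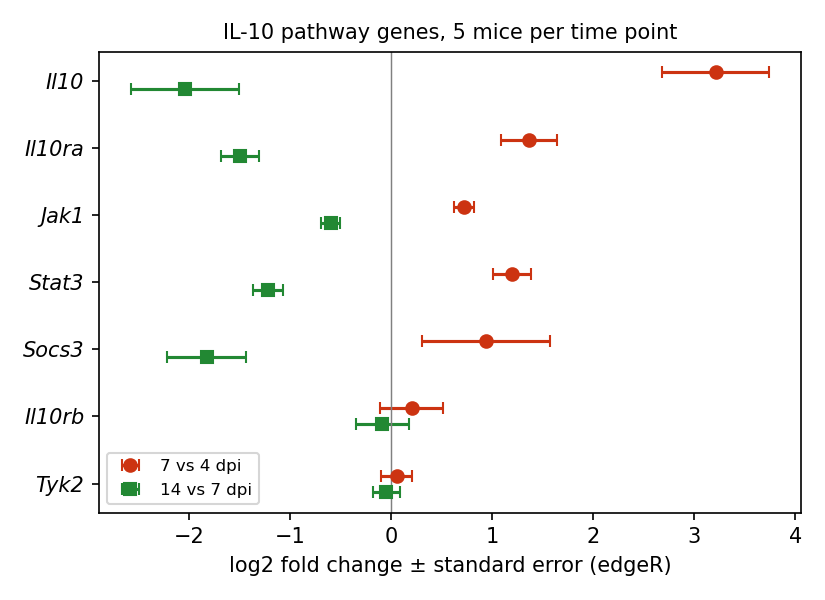
Log2 fold change with its standard error in edgeR's quasi-likelihood test for the 7 genes of Fig. 1c–i, from 4 to 7 dpi (circles) and from 7 to 14 dpi (squares), 5 mice per time point. Il10 has the largest rise, 3.21, and Il10rb and Tyk2 lie near 0 in both comparisons.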

To elucidate the effect of IL-10 signaling on the course of acute encephalitis, an Ab specifically blocking the IL-10Rα was applied following infection of SJL mice.

Histology revealed increased inflammatory responses within the hippocampus of IL-10R blocked SJL mice compared to isotype-treated animals following TMEV infection (p = 0.016). Increased inflammation was associated with neuronal pyknosis (condensation and size reduction of cell body) and loss, preferentially located in the CA1 region (Fig. 2a-c). In accordance with histological alterations, morphometric quantification of NeuN^+^ cells confirmed a loss of mature neurons in the pyramidal cell layer of the hippocampus following anti-IL-10R Ab application (p = 0.032; Fig. 2d–f). Along with neuronal loss, a mild but significant increase of axonal β-APP accumulation, indicative of impaired axonal transport and axonal injury, was found in the hippocampus and adjacent corpus callosum of infected mice following IL-10R blockade compared to isotype-treatment (p = 0.016; Fig. 2g–i). The extent of hippocampal inflammation (histology score), neuronal loss (NeuN) and axonal damage (β-APP) in IL-10R-blocked SJL mice was comparable to the lesions observed in TMEV-infected C57BL/6 mice (Fig. 2c,f,i)

**Figure 2:**
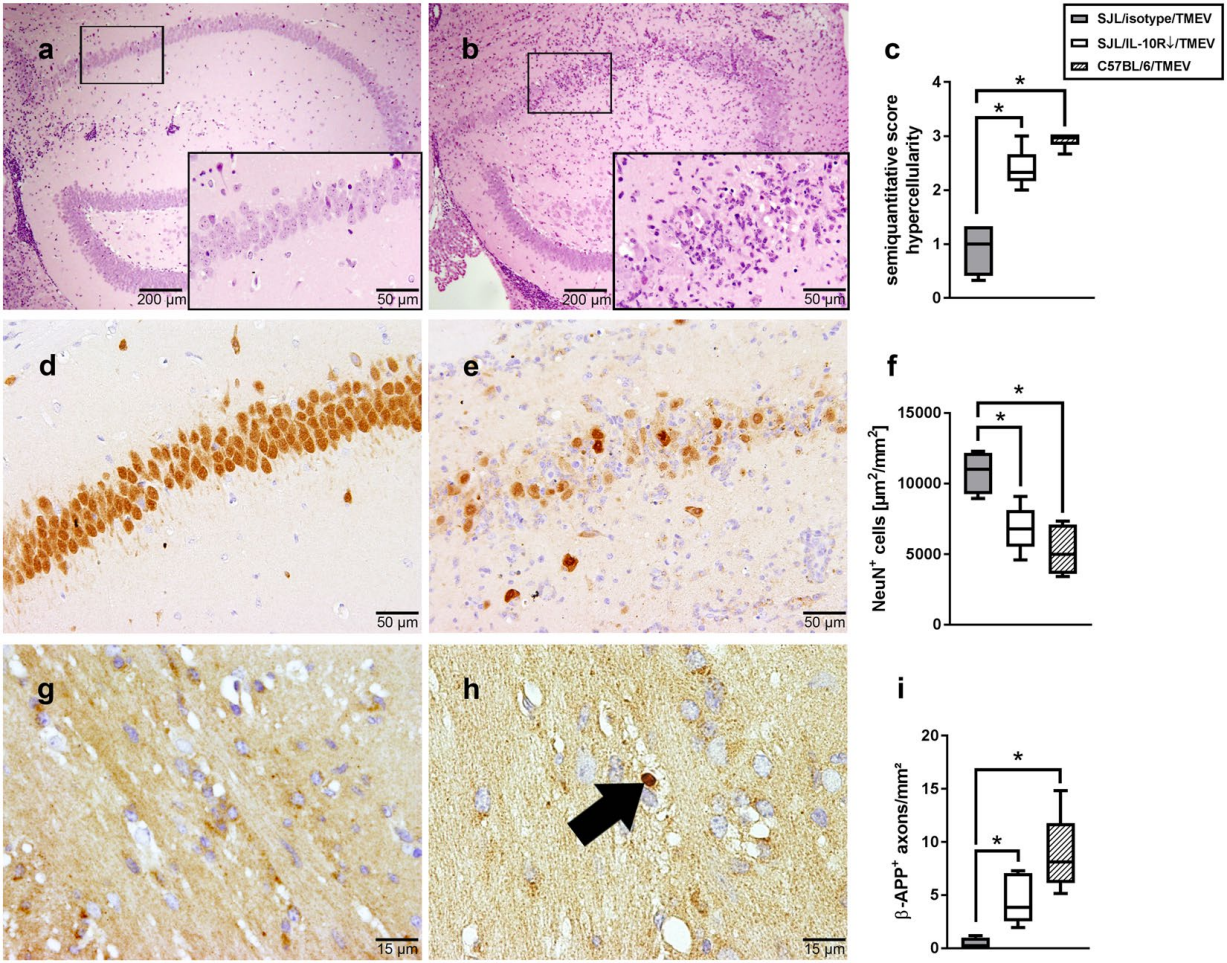
Hippocampal damage in Theiler’s murine encephalomyelitis virus (TMEV)-infected SJL mice following IL-10R blockade resembles lesions in C57BL/6 mice at 7 days post infection. (**a**) Representative image of a hippocampus derived from a TMEV-infected, isotype-treated SJL mouse (control). (**b**) Severe inflammation accompanied by neuronal pyknosis in an infected SJL animal following IL-10R blockade. (**a**,**b**) H&E staining. (**c**) Semiquantitative scoring of hippocampal inflammation. (**d**) NeuN^+^ neurons in an intact pyramidal layer of a TMEV-infected isotype-treated SJL mouse (control). (**e**) Loss of NeuN^+^ neurons following IL-10R blockade in a TMEV-infected SJL animal. (**d**,**e**) NeuN-specific immunohistochemistry (IHC). (**f**) Morphometric analysis of NeuN-specific staining in the hippocampus. (**g**) TMEV-infected, isotype-treated SJL mouse without detectable axonal injury (control). (**h**) Accumulation of β-amyloid precursor protein (β-APP) in a swollen axon (arrow) after TMEV-infection and IL-10R blockade in a SJL mouse. (**g**,**h**) β-APP-specific IHC. (**i**) Quantification of β-APP^+^ axons in the hippocampus and corpus callosum. (**c**,**f**,**i**) Box plots display median and quartiles with minimum and maximum values. *Significant difference p ≤ 0.05 (Mann-Whitney U test).

### Augmented polioencephalitis following IL-10R blockade is accompanied by compensatory responses mediated by regulatory T cells and arginase-1 expressing macrophages/microglia

To characterize immune responses in the infected mouse brain following anti-IL-10R Ab application in detail, leukocyte recruitment and glial responses were analyzed in SJL mice and compared to C57BL/6 mice. Additionally, pro- and anti-inflammatory cytokine expression was quantified in SJL mice.

IHC revealed an increased infiltration of CD3^+^ T cells (p = 0.032; Fig. 3a–c) and CD45R^+^ B cells (p = 0.016; Fig. 3d–f) in the hippocampus of TMEV-infected mice following IL-10R blockade. Quantification of CD107b^+^ macrophages/microglia revealed no differences between both groups (supplemental Table S3). However, increased numbers of Arg1^+^ macrophages/microglia were detected in the hippocampus of TMEV-infected, IL-10R blocked mice compared to infected, isotype-treated animals (p = 0.032; Fig. 3g–i). The extent of inflammatory cell infiltration in Ab-treated SJL mice mimics the situation observed in infected C57BL/6 mice. Similar numbers of CD45R^+^ B cells (Fig. 3f) and Arg1^+^ macrophages/microglia (Fig. 3i) were detected in both groups, while increased numbers of CD3^+^ T cells (Fig. 3c) and CD107b^+^ macrophages/microglia (supplemental Table S3) were present in infected C57BL/6 mice.

**Figure 3:**
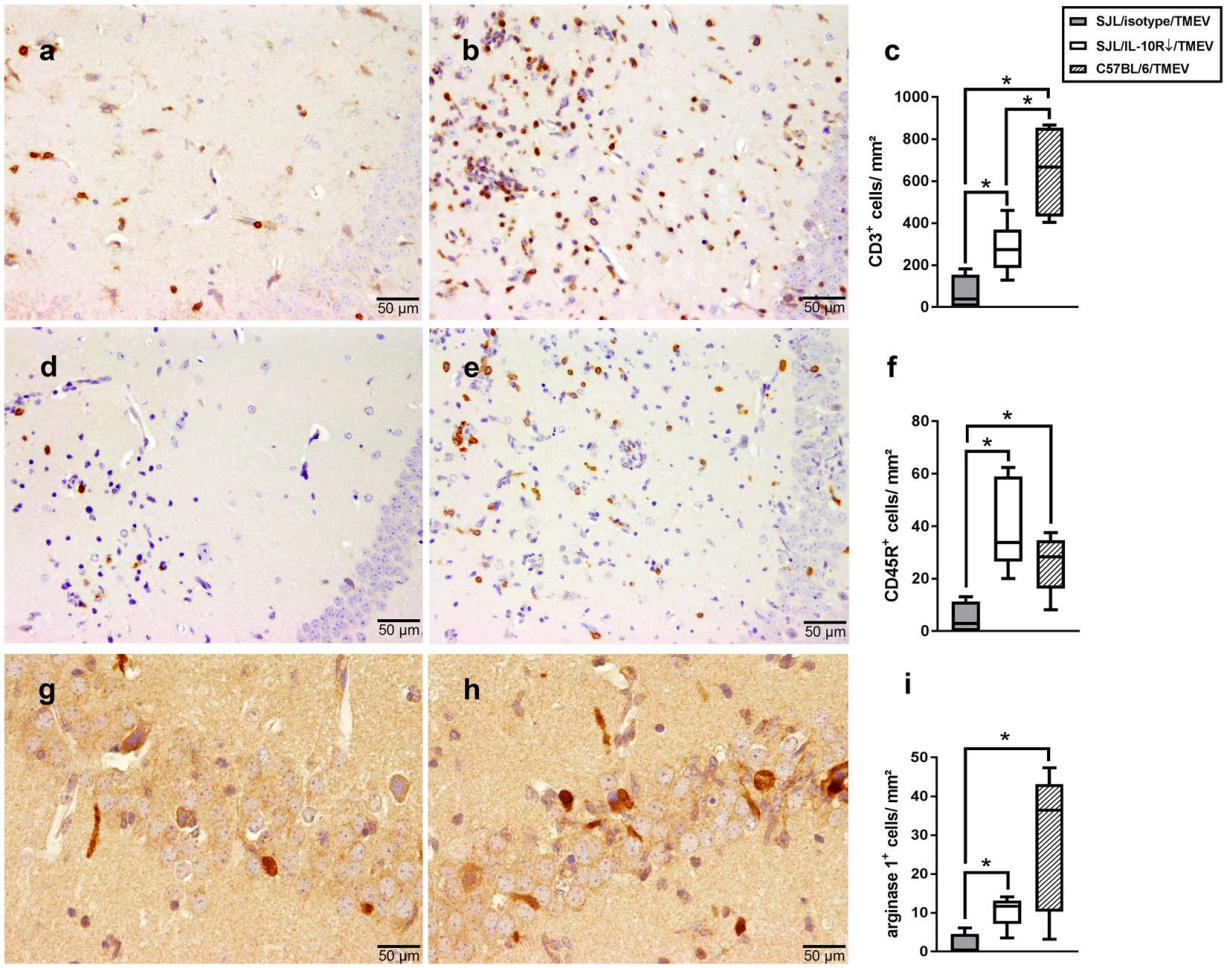
Phenotyping of inflammatory cells in the hippocampus of Theiler’s murine encephalomyelitis virus (TMEV)-infected C57BL/6 and SJL mice with or without IL-10R blockade at 7 days post infection. (**a**) Representative image of an isotype-treated SJL mouse infected with TMEV (control). (**b**) Prominent increase of T cells following IL-10R blockade. (a, b) CD3-specific immunohistochemistry (IHC). (**c**) Quantification of CD3^+^ T cells in the hippocampus. (**d**) Low numbers of CD45R^+^ B cells within the hippocampus of a TMEV-infected isotype-treated SJL animal (control). (**e**) Marked increase of CD45R^+^ B cells after application of anti-IL-10R Ab in a SJL mouse. (**d**,**e**) CD45R-specific IHC. (**f**) Quantification of CD45R^+^ B cells in the hippocampus. (**g**) Few arginase-1 (Arg1)^+^ cells in a TMEV-infected, isotype-treated SJL animal (control). (**h**) Increased numbers of Arg1^+^ cells in the pyramidal cell layer of a SJL mouse after IL-10R blockade. (**g**,**h**) Arg1-specific IHC. (**i**) Quantification of Arg1^+^ macrophages/microglia in the hippocampus. (**c**,**f**,**i**) Box plots display median and quartiles with minimum and maximum values. *Significant difference p ≤ 0.05 (Mann-Whitney U test).

A significantly increased infiltration of Foxp3^+^ Treg (p = 0.032) in the hippocampus together with an elevated Foxp3 mRNA expression, detected by RT-qPCR, was noticed in IL-10R blocked SJL mice compared to isotype-treated controls (p = 0.032; Fig. 4a). Numbers of Foxp3^+^ Treg were also significantly higher in IL-10R-blocked SJL mice compared to C57BL/6 mice (p = 0.016; supplemental Table S3).

**Figure 4:**
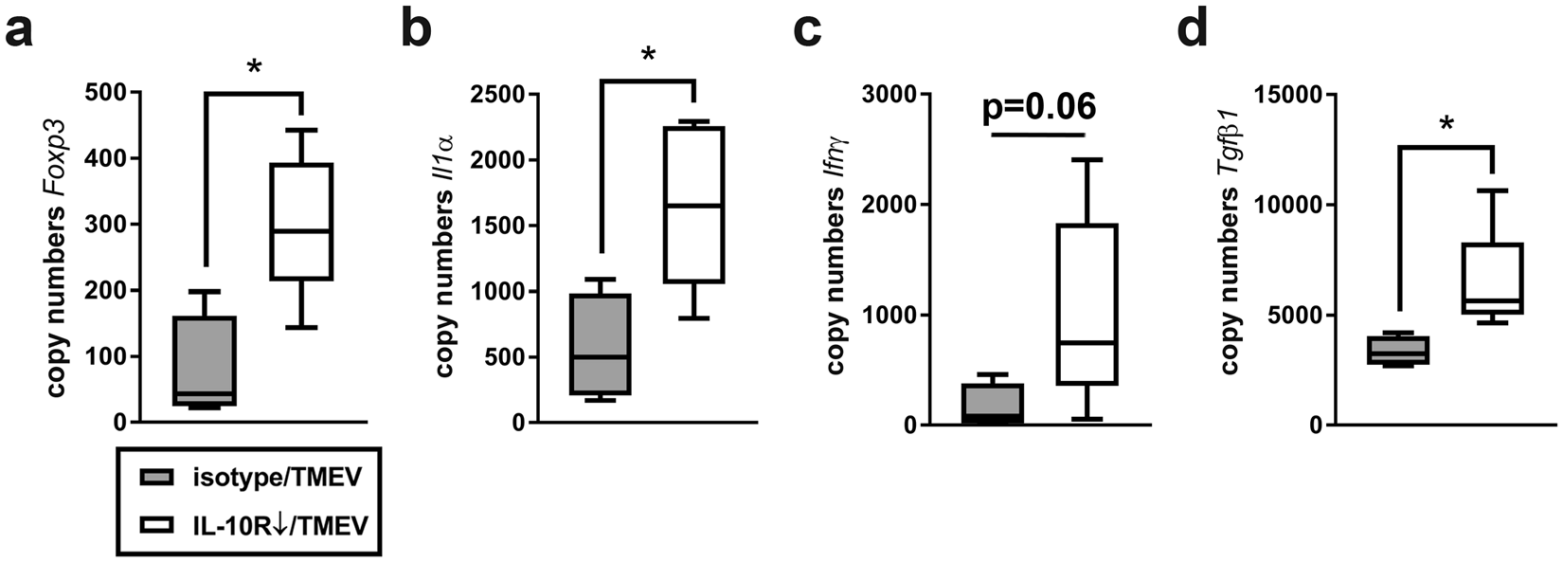
Upregulation of *Foxp3* and cytokine mRNA expression in the brain of Theiler’s murine encephalomyelitis virus (TMEV)-infected SJL mice following IL-10R blockade at 7 days post infection. Quantification of (**a**) *Foxp3*, (**b**) *Il1α*, (**c**) *Ifnγ* and (**d**) *Tgfβ1* mRNA in TMEV-infected animals showing a significant upregulation of three genes in animals treated with anti-IL-10R antibody compared to isotype-treated mice (controls). (**a**–**d**) Box plots display median and quartiles with minimum and maximum values. *Significant difference p ≤ 0.05 (Mann-Whitney U test).

For further elucidation of the immunological milieu in the CNS of SJL mice, cytokine expression analyses were performed. RT-qPCR revealed an enhanced expression of *Il1α* mRNA in the infected mouse brain following IL-10R blockade compared to isotype treatment (p = 0.032; Fig. 4b). In addition, the level of *Ifnγ* transcripts was slightly increased following Ab treatment, although the level of significance was not reached (p = 0.064, Fig. 4c). IL-10R blockade also elicited increased mRNA levels of the anti-inflammatory cytokine *Tgfβ1* (p = 0.016; Fig. 4d), indicative of potential compensatory reactions. In contrast, no group differences were determined regarding the expression of *Il2*, *-4*, *-5*, *-6*, *-10* and *Tnf* (supplemental Table S3).

### IL-10R blockade does not reduce virus load in the brain

Since IL-10 is involved in regulation of antiviral immune responses, TMEV antigen distribution and viral RNA copy numbers were quantified in animals receiving IL-10R Ab or isotype control by IHC and RT-qPCR, respectively. IHC showed a preferential infection of hippocampal pyramidal neurons. Contrary to our initial hypothesis of an enhancing effect of IL-10R blockade on antiviral immunity, Ab treatment did not decrease the virus load in the brain. A slight, but non-significant increase of TMEV RNA concentration (p = 0.064) was found in IL-10R-blocked mice compared to non-treated mice (supplemental Figure S1, supplemental Table S3). However, quantification of infectious virus by plaque assay revealed no differences between the groups (supplemental Figure S1, supplemental Table S3).

### IL-10R blockade enhances numbers of splenic chitinase-3-like protein 3 expressing macrophages during acute Theiler’s murine encephalomyelitis

Effects of IL-10R blockade upon peripheral immune responses were analyzed in SJL mice by flow cytometry and a targeted RT-qPCR based screening approach of pooled spleen samples. RT-qPCR screening in pooled spleen samples was performed for a total number of 32 targets known to be involved in cytokine-, chemokine- and IFN-pathways and innate immune responses. Four of the transcripts were elevated above the threshold of 1.5 fold change in Ab-treated mice compared to isotype-treated controls: *Ifi16*, *Ccl2*, *Arg1*, and *Chi3l3* (Fig. 5).

**Figure 5:**
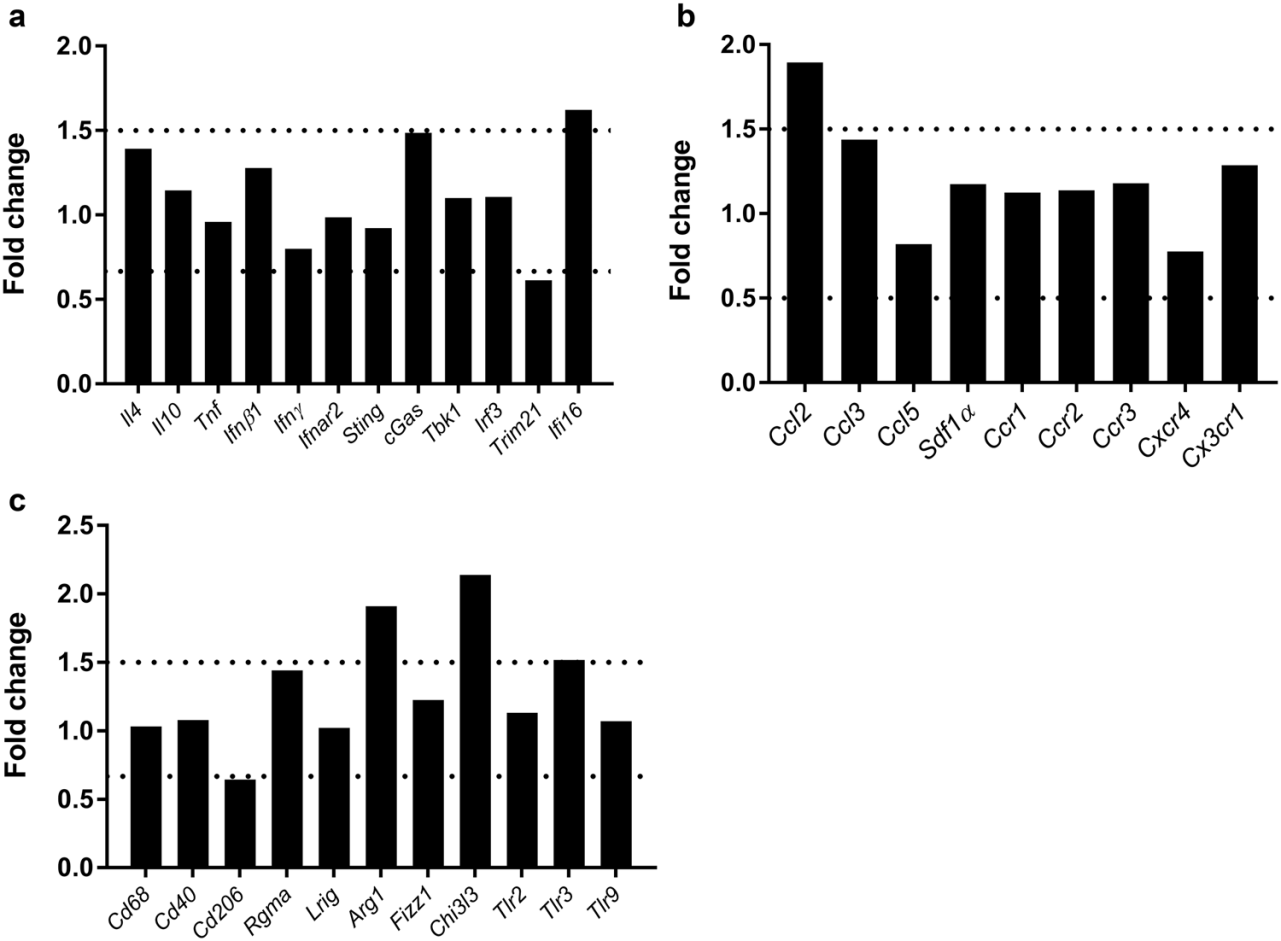
Targeted RT-qPCR based screening approach of pooled spleen samples of Theiler’s murine encephalomyelitis virus (TMEV)-infected SJL mice following IL-10R blockade at 7 days post infection. Fold changes of transcript levels of IL-10R-blocked animals in comparison to the isotype-treated group. Quantification of (**a**) cytokines/interferon-related genes, (**b**) chemokines/chemokine receptors and (**c**) genes related to innate immunity. *Ifi16*, *Ccl2*, *Arg1* and *Chi3l3* reached the 1.5 fold change threshold. For a detailed description of primer sequences and full gene names see Supplemental Table S2.

Accordingly, non-pooled samples of individual animals were used for quantification of *Ifi16*, *Ccl2*, and *Chi3l3* by RT-qPCR. *Arg1* was not included due to overlapping biological functions of *Arg1* and *Chi3l3*. Testing of single samples revealed a significant increase of *Chi3l3* mRNA in IL-10R-blocked animals (p = 0.022; Fig. 6a). In addition, a mildly increased expression of *Ccl2* mRNA, which did not reach the level of significance (p = 0.070), was found in Ab treated mice (Fig. 6b). No difference between groups was found for the expression of *Ifi16* (Supplemental Table S3). To confirm the increased expression of *Chi3l3* mRNA on the protein level, spleen tissue was further examined by IHC. In line with the results obtained by RT-qPCR, an increased accumulation of CHI3L3^+^ cells with a macrophage-like morphology was observed in spleen tissue of IL10R-blocked mice (p = 0.032; Fig. 6c–e).

**Figure 6:**
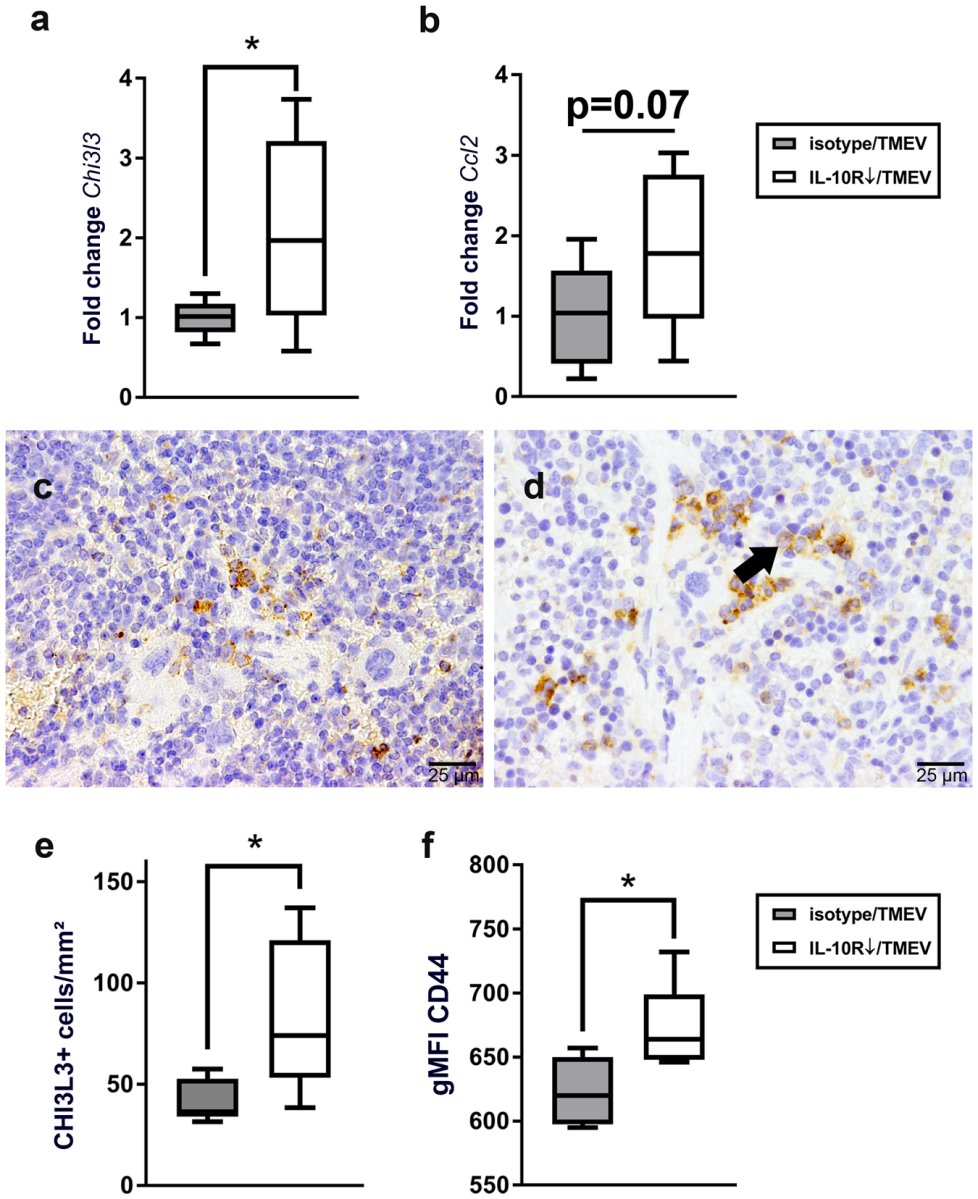
Characterization of the systemic immune response in Theiler’s murine encephalomyelitis virus (TMEV)-infection of SJL mice following IL-10R blockade at 7 days post infection. (**a**) Significant upregulation of *Chi3l3* in TMEV-infected animals receiving anti-IL-10R Ab compared to isotype-treated mice (controls). (**b**) Slight, but non-significant (p = 0.07) upregulation of *Ccl2* in TMEV-infected, IL-10R-blocked animals compared to isotype-treated mice (controls). (**a**,**b**) RT-qPCR analysis of non-pooled (individual) spleen samples. (**c**) Representative image of a spleen from a TMEV-infected, isotype-treated mouse showing low numbers of CHI3L3^+^ cells (control). (**d**) Increased numbers of CHI3L3^+^ cells (arrow) in an animal after application of anti-IL-10R Ab. (**c**,**d**) CHI3L3-specific immunohistochemistry. (**e**) Quantification of CHI3L3^+^ cells in the spleen. (**f**) Significant increase of the geometric mean of fluorescence intensity for CD44 gated on CD8^+^ cytotoxic T cells in the spleen after infection with TMEV and application of IL-10R Ab, determined by flow cytometry. (**a**,**b**,**e**,**f**) Box plots display median and quartiles with minimum and maximum values. *Significant difference p ≤ 0.05 (Mann-Whitney U test).

Systemic immune responses were further analyzed by flow cytometry of spleen and blood samples using markers for B cells (CD19), cytotoxic T cells (CD8), T helper cells (CD4), Treg (Foxp3) and activated T cells (CD44, CD69). In accordance with the observed mild expressional changes, flow cytometry revealed only minimal variations between IL-10R-blocked mice and isotype treated controls. A significant upregulation of CD44 expression on CD8^+^ T cells was observed in spleens of IL-10R-blocked animals (p = 0.037; Fig. 6f), but not in peripheral mononuclear blood cells (Supplemental Table S3). In contrast, no differences were detectable regarding the overall expression of CD19, CD4, CD8 and Foxp3 on peripheral mononuclear blood cells and cells derived from spleen tissue. The gMFI of CD69^+^CD8^+^ and CD69^+^CD4^+^ cells as well as the gMFI of CD44^+^CD4^+^ cells also did not display any differences between both groups (Supplemental Table S3, Supplemental Figure S2).

In summary, IL-10R neutralization led to limited transcriptional and phenotypical changes in the peripheral immune system during acute TMEV infection. However, increased numbers of splenic CHI3L3^+^ macrophages were detected in treated mice, indicative of immunomodulatory responses.

## Discussion

IL-10 exhibits profound modulatory effects and critically controls the balance of host immune responses^9,10^. The present study highlights the importance of IL-10R signaling for immune regulation and prevention of CNS damage following acute neurotropic virus infection.

TMEV-infection of SJL mice resulted in a transient polioencephalitis with TMEV-antigen detection in the hippocampus peaking at 7 dpi. In parallel, RNA-Seq analyzes revealed a transiently enhanced expression of *Il-10* and related genes, such as *Il10rα*, *Jak1*, *Stat3*, *and Socs3*. IL-10 signals through the IL-10R, a transmembrane protein composed of an α- and β-subunit. 

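In the brains of the 15 infected mice, Il10rb differed between no pair of the 3 time points, with an RPKM of 2.92 ± 0.905 (SD, n = 5 mice) at 4 dpi, 3.93 ± 1.88 (SD, n = 5) at 7 dpi and 3.35 ± 0.420 (SD, n = 5) at 14 dpi (exact Mann-Whitney U test, p = 0.690, 1 and 0.548 for 7 against 4, 14 against 7 and 14 against 4 dpi). The abundance of immune cell transcripts was scored as the mean log2(RPKM + 0.1) of 13 microglia and macrophage genes and of 9 T cell genes. The microglia/macrophage score was 3.64 ± 0.77 (SD, n = 5) at 4 dpi, 4.64 ± 0.74 (SD, n = 5) at 7 dpi and 3.84 ± 0.40 (SD, n = 5) at 14 dpi. These differences did not pass the adjusted threshold (exact permutation test, adjusted p = 0.190 and 0.165 over 60 tests for 7 against 4 and 14 against 7 dpi). The T cell score rose by 2.78 from 4 to 7 dpi (exact permutation test, p = 0.0079, adjusted p = 0.0265) and fell by 1.40 from 7 to 14 dpi (exact permutation test, p = 0.0079, adjusted p = 0.0265). Relative to the microglia and macrophage score, log2(RPKM + 0.1) of Il10ra was 0.54 higher at 7 than at 4 dpi (exact permutation test, p = 0.0476, adjusted p = 0.143 over 15 tests), and from 7 to 14 dpi it fell by 0.74 (exact permutation test, p = 0.0159, adjusted p = 0.0595), so that neither passed the adjusted threshold. With 5 mice against 5, a single one of the 15 tests cannot pass it. Il10ra was not set against the T cell score.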

Whereas IL-10Rβ is constitutively present on most cell types, IL-10Rα is mainly expressed on immune cells, such as lymphocytes, dendritic cells, macrophages, and microglia, thus being rapidly upregulated in inflammatory conditions as found in the present study^9,49,50^. Upon binding, activation of the receptor-associated tyrosine kinase JAK1 leads to STAT3 activation. STAT3 binds to promotors of IL-10 responsive genes and enhances *Socs3* transcription, which triggers anti-inflammatory immune responses^9,51,52^.

In order to elucidate the functional significance of this cytokine pathway in neurotropic virus infection, the α-subunit of IL-10R was selectively blocked in TMEV-infected SJL mice. IL-10R neutralization considerably triggered inflammation of the hippocampus with an enhanced loss of NeuN^+^ mature neurons and increased β-APP expression of injured axons, indicative of neuroprotective properties of intact IL-10 signaling in SJL mice. Interestingly, the observed hippocampal pathology and inflammation closely resemble the lesions detected in infected C57BL/6 mice in quality and quantity which supports the notion that differential IL-10 signaling contributes to the divergent disease phenotypes observed between SJL and C57BL/6 mice in TME^26^. TMEV-infection of C57BL/6 mice has become a valuable model to investigate hippocampal damage and infection-induced epilepsy^2,3,5,53,54^. However, neither manifest behavioral changes nor seizures were observed in the present study, which might be attributed to a comparatively lower extent of neuropathology and neuronal dysfunction. The BeAn strain used here has been shown to cause seizures less frequently compared to more neurovirulent strains, such as the DA-strain^5,55^. Targeted methods such as video/EEG monitoring and specific behavioral tests are needed to identify subtle clinical changes and the clinical relevance of enhanced hippocampal damage in SJL mice following IL-10R blockade.

Similar to other picornaviruses, TMEV is capable of inducing apoptosis of infected cells^56,57^. In addition, apoptosis of non-infected cells was observed in the hippocampus of TMEV-infected C57BL/6 mice as well, indicating virus-independent mechanisms of neuronal death triggered by pro-inflammatory responses (bystander injury)^58^. In line with these observations, neuronal damage was not associated with increased viral load in this study. IL-10 signaling has been shown to reduce neuronal apoptosis and support blood brain barrier integrity following traumatic CNS injury in rodent models^59,60^. IL-10 also lessens neurotoxicity induced by lipopolysaccharide or oxygen-glucose deprivation and sustains neuronal function by inducing neurotrophic factors *in vitro*^61,62^. Moreover, sound IL-10 signaling protects from CNS damage mediated by encephalitogenic Th17 cells as demonstrated in mice infected with a mosquito-borne alphavirus^63^.

IL-6 and TNF as well as infiltrating macrophages and activated microglia are crucially involved in neuronal damage and seizure induction in C57BL/6 mice^64–67^. Unlike the situation seen in this mouse strain^5,68^, increased neuronal damage in our study was not associated with an up-regulation of *Il6* and *Tnf*, suggesting that neuronal death might be attributed to other mechanisms in SJL mice. Increased hippocampal damage following disturbed IL10 signaling was associated with sequestration of CD3^+^ T cells and CD45R^+^ B cells and increased expression of *Il1α mRNA*. IL-1α represents a pro-inflammatory acute phase cytokine which is produced by macrophages and microglia and released following viral infection and CNS injury^69,70^. IL-1α induces neurotoxic reactive astrocytes (A1 astrocytes), which contribute to neuron and oligodendrocyte death in neurodegenerative diseases, such as Alzheimer’s disease, amyotrophic lateral sclerosis and multiple sclerosis^71^. IL-1R activation has also been shown to induce excitotoxicity and neuronal death by excessive glutamate production in a murine model of HIV-1 encephalitis^72^. Other potential mechanisms to trigger neurodegeneration include cytokine-mediated increase of the blood brain barrier permeability with accelerated leukocyte influx and cerebral edema^73,74^.

In contrast to an improved efficacy of antiviral responses following IL-10R blockade observed in certain other infectious CNS disease models^17,18,75,76^, a reduction of cerebral virus load was not detectable in our experimental setting. Previous studies suggested that IL-10 overexpression in TMEV-infected SJL mice might represent a prerequisite for viral persistence^26,27^. However, the present data clearly indicate that IL-10-mediated responses - at least during the acute infection phase - do not account for insufficient antiviral immunity of SJL mice in the TME model.

Simultaneously to pro-inflammatory CNS responses, an accelerated recruitment of Foxp3^+^ Treg together with an elevated *Foxp3* and *Tgfβ1* expression were observed in the brain. This might represent compensatory reactions aiming to prevent collateral tissue damage and maintain cerebral immune homeostasis, as observed in a variety of autoimmune, infectious, traumatic, and neurodegenerative disorders^77–80^. Notably, neuronal *Tgfβ1* expression in the hippocampus also correlates with neuronal pyknosis in TMEV-infected C57BL/6 mice, representing a mechanism to prevent neurodegeneration^3^. However, besides its neuroprotective properties, the anti-inflammatory cytokine *Tgfβ* has been shown to impair antiviral immunity. For instance, in mice infected with the high virulent GDVII TMEV strain, prominent *Tgfβ* expression is supposed to reduce T cell responses which in turn prevent tissue damage but might result in fatal outcome by reducing antiviral immunity^81^. *Tgfβ* also supports Foxp3^+^ Treg recruitment and immunomodulatory properties of macrophages/microglia in an autocrine and paracrine manner^82–84^. Moreover, enhanced Treg-differentiation has been described following neuronal damage to reduce CNS injury and neuroinflammation^85^. Similarly, immunomodulatory macrophages/microglia and Foxp3^+^ Treg protect from EAE through deactivation of encephalitogenic Th1 and Th17 cells^86,87^. However, immunomodulatory macrophages/microglia have also the ability to dampen antiviral immunity by restricting pro-inflammatory and CD4^+^ T cell responses, as described for human cytomegalovirus infection^88^. Similarly, Treg reduce antiviral immunity in TMEV-infected SJL mice. Functional inactivation of Treg by application of anti-CD25-Ab prior to TMEV-infection results in enhanced virus-specific immunity, reduced viral load, and delayed disease progression^89^. Equally, adoptive transfer of Treg in the acute disease phase leads to disease exacerbation in TMEV-infected SJL mice^90^.

In peripheral lymphoid organs, molecular analyzes and flow cytometry revealed rather limited effects of IL-10R blockade on adaptive immune responses under acute infectious conditions. Although cytotoxic T cells are crucial for TMEV elimination in C57BL/6 mice^54,91,92^, CD8 activation following IL-10R blockade as shown by heightened CD44 expression on splenic CD8^+^ T cells was obviously unable to control brain infection in SJL mice. In accordance with this, no effects of IL-10R neutralization on the virus load within the CNS were observed in our previous study investigating advanced TME, even though profound cytokine and CD4- and CD8-mediated responses were detected in lymphoid organs^25^. *Chi3l3* gene expression together with CHI3L3^+^ cell accumulation in the spleen indicates enhanced immunomodulatory properties of splenic macrophages in Ab treated mice^32^. Similar to the proposed situation in the brain, expression of CHI3L3in the spleen may represent a counter-regulatory attempt to maintain peripheral immune homeostasis and limit systemic immunopathology in IL-10R-blocked mice.

In conclusion, the present study reveals neuroprotective properties of intact IL-10R signaling and highlights the importance of the IL-10 pathway in maintaining hippocampal integrity in SJL mice following TMEV infection. IL-10R blockade causes severe neuronal damage in SJL mice, mimicking brain lesions observed in seizure-prone C57BL/6 mice. Since intervention in IL-10 signaling is considered as a novel therapeutic approach in viral and immune mediated disorders^93,94^, the presented data illustrate the potential risk of disease exacerbation after IL-10R neutralization in CNS disorders which are caused by or developed in parallel with neurotropic virus infection. Future studies are needed to further elucidate the mechanisms involved in IL-10-mediated neuroprotection in the TME model.

## Electronic supplementary material

Supplementary Information

# Supplementary material for: Intact interleukin-10 receptor signaling protects from hippocampal damage elicited by experimental neurotropic virus infection of SJL mice
**Source:** Sci Rep. 2018 Apr 17;8:6106. doi: 10.1038/s41598-018-24378-z
**Supplement:** Supplementary file 1 — Supplementary Information

**Intact interleukin-10 receptor signaling protects from hippocampal damage  
elicited by experimental neurotropic virus infection of SJL mice**

Ann-Kathrin Uhde<sup>1‡</sup>, Malgorzata Ciurkiewicz<sup>1,2‡</sup>, Vanessa Herder<sup>1,2</sup>, Muhammad Akram Khan<sup>1,2,3</sup>, Niko Hensel<sup>4</sup>, Peter Claus<sup>2,4,5</sup>, Michael Beckstette<sup>6</sup>, René Teich<sup>6</sup>, Stefan Floess<sup>6</sup>, Wolfgang Baumgärtner<sup>1,2,5</sup>, Klaus Jung<sup>7</sup>, Jochen Huehn<sup>6#</sup> and Andreas Beineke<sup>1,2\*#</sup>

<sup>5</sup> Niedersachsen-Research Network on Neuroinfectiology (N-RENNT), Hannover, Germany.

# J. Huehn and A. Beineke contributed equally to this work

‡ A.-K. Uhde and M. Ciurkiewicz contributed equally to this work

Buenteweg 17  
30559 Hannover  
Germany  

**Supplemental table S1**

Summary of primer pairs used for RT-qPCR (brain)

|                                                        | Gene                          | Primer sequence |                               | length |
|--------------------------------------------------------|-------------------------------|-----------------|-------------------------------|--------|
| <i>Interleukin-1<math>\alpha</math></i>                | <i>Il1<math>\alpha</math></i> | F               | AAG CAA CGG GAA GAT TCT GA    | 179 bp |
|                                                        |                               | R               | TGA CAA ACT TCT GCC TGA CG    |        |
| <i>Interleukin-2</i>                                   | <i>Il2</i>                    | F               | GCA GGA TGG AGA ATT ACA GGA   | 183 bp |
|                                                        |                               | R               | TGA AAT TCT CAG CAT CTT CCA A |        |
| <i>Interleukin-4</i>                                   | <i>Il4</i>                    | F               | CCT CAC AGC AAC GAA GAA CAC C | 133 bp |
|                                                        |                               | R               | CAT CGA AAA GCC CGA AAG AGT C |        |
| <i>Interleukin-5</i>                                   | <i>Il5</i>                    | F               | ATG GAG ATT CCC ATG AGC AC    | 180 bp |
|                                                        |                               | R               | CCC ACG GAC AGT TTG ATT CT    |        |
| <i>Interleukin-6</i>                                   | <i>Il6</i>                    | F               | GTT CTC TGG GAA ATC GTG GA    | 176 bp |
|                                                        |                               | R               | CCA GAG GAA ATT TTC AAT AGG C |        |
| <i>Interleukin-10</i>                                  | <i>Il10</i>                   | F               | CCA AGC CTT ATC GGA AAT GA    | 162 bp |
|                                                        |                               | R               | TTT TCA CAG GGG AGA AAT CG    |        |
| <i>Forkhead box P3</i>                                 | <i>Foxp3</i>                  | F               | TTC-TCA-CAA-CCA-GGC-CAC-TTG   | 88 bp  |
|                                                        |                               | R               | CCC-AGG-AAA-GAC-AGC-AAC-CTT   |        |
| <i>Tumor necrosis factor</i>                           | <i>Tnf</i>                    | F               | GCC TCT TCT CAT TCC TGC TT    | 203 bp |
|                                                        |                               | R               | CAC TTG GTG GTT TGC TAC GA    |        |
| <i>Interferon-<math>\gamma</math></i>                  | <i>Ifn<math>\gamma</math></i> | F               | CAC GGC ACA GTC ATT GAA AG    | 144 bp |
|                                                        |                               | R               | AAT CTG GCT CTG CAG GAT TT    |        |
| <i>Transforming growth factor-<math>\beta</math>1</i>  | <i>Tgf<math>\beta</math>1</i> | F               | TTG CTT CAG CTC CAC AGA GA    | 183 bp |
|                                                        |                               | R               | TGG TTG TAG AGG GCA AGG AC    |        |
| <i>Theiler's murine encephalomyelitis virus</i>        | <i>TMEV</i>                   | F               | GAC TAA TCA GAG GAA CGT CAG C | 129 bp |
|                                                        |                               | R               | GTG AAG AGC GGC AAG TGA GA    |        |
| <i>glyceraldehyde-3-phosphate dehydrogenase</i>        | <i>Gapdh</i>                  | F               | GAG GCC GGT GCT GAG TAT GT    | 288 bp |
|                                                        |                               | R               | GGT GGC AGT GAT GGC ATG GA    |        |
| <i>hypoxanthine guanine phosphoribosyl transferase</i> | <i>Hprt</i>                   | F               | GGA CCT CTC GAA GTG TTG GA    | 169 bp |
|                                                        |                               | R               | TTG CGC TCA TCT TAG GCT TT    |        |
| <i><math>\beta</math>-Actin</i>                        | <i>Act<math>\beta</math></i>  | F               | GGC TAC AGC TTC ACC ACC AC    | 233 bp |
|                                                        |                               | R               | ATG CCA CAG GAT TCC ATA CC    |        |

bp = base pairs; F = forward; R = reverse

**Supplemental table S2**

Summary of primer pairs used for targeted RT-qPCR screening (spleen)

| Gene name                                           | Gene symbol                    | mRNA<br>NCBI reference<br>sequence | Primer sequence |                         |
|-----------------------------------------------------|--------------------------------|------------------------------------|-----------------|-------------------------|
| <i>Interleukin 4</i>                                | <i>Il4</i>                     | NM_021283.2                        | F               | ATTCATCGATAAGCTGCAC     |
|                                                     |                                |                                    | R               | GTACTACGAGTAATCCATTTGC  |
| <i>Interleukin 10</i>                               | <i>Il10</i>                    | NM_010548.2                        | F               | TGATTTTAATAAGCTCCAAGAC  |
|                                                     |                                |                                    | R               | TGTTTTAGCTTTTCATTTTGAT  |
| <i>Tumor necrosis factor</i>                        | <i>Tnf</i>                     | NM_013693.3                        | F               | TCAGATCATCTTCTCAAATTC   |
|                                                     |                                |                                    | R               | ACTAGTTGGTTGTCTTTGAGAT  |
| <i>Interferon <math>\beta</math>1</i>               | <i>Ifn<math>\beta</math>1</i>  | NM_010510.1                        | F               | GACAGTACTAGAGGAAAAGCAA  |
|                                                     |                                |                                    | R               | AGCTGTTGTACTTCATGAGTTT  |
| <i>Interferon <math>\gamma</math></i>               | <i>Ifn<math>\gamma</math></i>  | NM_008337.3                        | F               | CTATTTTAACTCAAGTGGCATAG |
|                                                     |                                |                                    | R               | TTCAAAGAGTCTGAGGTAGAAA  |
| <i>Interferon alpha and beta receptor subunit 2</i> | <i>Ifnar2</i>                  | XM_006522923.2                     | F               | ATGAACCTTGCCTATAAACAT   |
|                                                     |                                |                                    | R               | GTCTTTGCTCATGACTGTGTA   |
| <i>Stimulator of interferon genes</i>               | <i>Sting</i>                   | NM_028261.1                        | F               | GTCTAGGAAGCAGAAGATGC    |
|                                                     |                                |                                    | R               | CAGAAAGATGAGGGCTACATA   |
| <i>Cyclic GMP-AMP synthase</i>                      | <i>cGas</i>                    | NM_173386.5                        | F               | GTATTATCAGCTACCAAGATGC  |
|                                                     |                                |                                    | R               | TCCACACTGACATCTATATCTTT |
| <i>TANK binding kinase</i>                          | <i>Tbk1</i>                    | NM_019786.4                        | F               | GAACTGGTTAAGGATGATTACA  |
|                                                     |                                |                                    | R               | CAACTTCTCATACACTTTCACA  |
| <i>Interferon regulatory factor 3</i>               | <i>Irf3</i>                    | NM_016849.4                        | F               | TACACTCTGTGGTTCTGCAT    |
|                                                     |                                |                                    | R               | ACATGTAGGAACAACCTTGAC   |
| <i>Tripartite motif containing 21</i>               | <i>Trim21</i>                  | NM_001082552.2                     | F               | GAGGACCCTGGTTAGATTC     |
|                                                     |                                |                                    | R               | ATACTCATAGGCTCCACCAT    |
| <i>Interferon gamma inducible protein 16</i>        | <i>Ifi16</i>                   | NM_008329.2                        | F               | GAGATCAGAAGTAACAGGAGAA  |
|                                                     |                                |                                    | R               | GCTTGTAGTTGATGTAGGTGTT  |
| <i>C-C motif chemokine ligand 2</i>                 | <i>Ccl2</i>                    | NM_011333.3                        | F               | AAGAAGCTGTAGTTTTTGTAC   |
|                                                     |                                |                                    | R               | AGGTTTTTAATGTATGTCTGGA  |
| <i>C-C motif chemokine ligand 3</i>                 | <i>Ccl3</i>                    | NM_011337.2                        | F               | GTGTCATTTTCCTGACTAAGAG  |
|                                                     |                                |                                    | R               | AGTTCCAGGTCAGTGATGTAT   |
| <i>C-C motif chemokine ligand 5</i>                 | <i>Ccl5</i>                    | NM_013653.3                        | F               | CAATCTTGCAAGTCGTGTTT    |
|                                                     |                                |                                    | R               | TATCCTAGCTCATCTCCAAATA  |
| <i>Stromal cell-derived factor 1 alpha</i>          | <i>Sdf1<math>\alpha</math></i> | NM_013655.4                        | F               | GTTCTTCCATTTGTGTACTCTG  |
|                                                     |                                |                                    | R               | GACTCCTGGTTTAGCTGATAG   |

**Supplemental table S2: continued**

| Gene name                                                     | Gene symbol   | mRNA NCBI reference sequence | Primer sequence |                          |
|---------------------------------------------------------------|---------------|------------------------------|-----------------|--------------------------|
| <i>C-C chemokine receptor 1</i>                               | <i>Ccr1</i>   | NM_009912.4                  | F               | CTTGAACCTTGAATTCATAAAG   |
|                                                               |               |                              | R               | AAAGACAGTGAGTCTGTGTTTC   |
| <i>C-C chemokine receptor 2</i>                               | <i>Ccr2</i>   | NM_009915.2                  | F               | ATAAAGGAGCCATACCTGTAAA   |
|                                                               |               |                              | R               | CATATTATTGTCTTCCATTTCC   |
| <i>C-C chemokine receptor 3</i>                               | <i>Ccr3</i>   | NM_009914.4                  | F               | ATGATGTTTACTACCTGACTGG   |
|                                                               |               |                              | R               | TCTACTTGTCTCTGGTGAATTT   |
| <i>C-X-C motif chemokine receptor 4</i>                       | <i>Cxcr4</i>  | NM_009911.3                  | F               | AGGTAGCAGTGAAACCTCTG     |
|                                                               |               |                              | R               | AAGTGTATATACTCACACTGATCG |
| <i>Chemokine (C-X3-C motif) receptor 1</i>                    | <i>Cx3cr1</i> | NM_009987.4                  | F               | ACGGTGTCACCATTAGTCT      |
|                                                               |               |                              | R               | CTTTCTCTTTGTGAACATGAAC   |
| <i>CD68 molecule</i>                                          | <i>Cd68</i>   | NM_001291058.1               | F               | GATTCAAACAGGACCTACATC    |
|                                                               |               |                              | R               | CTCTCGAAGAGATGAATTCTG    |
| <i>CD40 molecule</i>                                          | <i>Cd40</i>   | NM_011611.2                  | F               | ATGTCATCTGTGGTTTAAAGTC   |
|                                                               |               |                              | R               | CTTGACCACCTTTTTGATATAG   |
| <i>CD206 molecule</i>                                         | <i>Cd206</i>  | NM_008625.2                  | F               | TGGTTATCCAAATAACTTCATC   |
|                                                               |               |                              | R               | CAAAAATTTTAAAGCACTTGTT   |
| <i>Repulsive guidance molecule family member a</i>            | <i>Rgma</i>   | NM_177740.5                  | F               | CTCTCATCGACAATAATTACCT   |
|                                                               |               |                              | R               | GAAGATGATGGTGAGCTTG      |
| <i>Leucine-rich repeats and immunoglobulin-like domains 1</i> | <i>Lrig1</i>  | NM_008377.2                  | F               | ATCACTGATGTGAAAATAGACG   |
|                                                               |               |                              | R               | AGGATGGAGTTTCTAAGACTGT   |
| <i>Arginase1</i>                                              | <i>Arg1</i>   | NM_007482.3                  | F               | AGCCAAAGTCCTTAGAGATTAT   |
|                                                               |               |                              | R               | CTCACGTCATACTCTGTTTCTT   |
| <i>Resistin like alpha</i>                                    | <i>Fizz1</i>  | NM_020509.3                  | F               | GATGAAGACTACAACCTTGTTCC  |
|                                                               |               |                              | R               | AGGGATAGTTAGCTGGATTG     |
| <i>Chitinase 3-like 3</i>                                     | <i>Chi3l3</i> | NM_009892.2                  | F               | GAATCTGTGGAGAAAGACATT    |
|                                                               |               |                              | R               | TAGTCAAGAGACTGAGACAGTT   |
| <i>Toll-like receptor 2</i>                                   | <i>Tlr2</i>   | NM_011905.3                  | F               | CAGGATCTTGTCTGAGTGT      |
|                                                               |               |                              | R               | CTGAGATTTGACGCTTTGT      |
| <i>Toll-like receptor 3</i>                                   | <i>Tlr3</i>   | NM_126166.4                  | F               | AGAAGATAAAGCGAGTTTCAC    |
|                                                               |               |                              | R               | AAGCCAAGTACATTCTGATTT    |
| <i>Toll-like receptor 9</i>                                   | <i>Tlr9</i>   | NM_031178.2                  | F               | CTCTCCATACACTGAACTCTTC   |
|                                                               |               |                              | R               | CATAGAGAAAGTTCTCGCTTAG   |

F = forward; R = reverse

**Supplemental table S3**

| Summary of statistical analyzes: IL-10R blockade during Theiler's murine encephalomyelitis virus (TMEV) infection at 7 days post infection; p-values |                                                         |                                    |                                                              |
|------------------------------------------------------------------------------------------------------------------------------------------------------|---------------------------------------------------------|------------------------------------|--------------------------------------------------------------|
| Investigation                                                                                                                                        | TMEV-infected SJL mice with and without IL-10R blockade | TMEV-infected C57BL/6 and SJL mice | TMEV-infected C57BL/6 mice and SJL mice with IL-10R blockade |
| <b>Histology (H&amp;E)</b>                                                                                                                           |                                                         |                                    |                                                              |
| Hypercellularity (semiquantitative)                                                                                                                  | ↑ <b>0.016*</b>                                         | ↑ <b>0.016*</b>                    | 0.056                                                        |
| <b>Immunohistochemistry, hippocampus</b>                                                                                                             |                                                         |                                    |                                                              |
| CD3                                                                                                                                                  | ↑ <b>0.032*</b>                                         | ↑ <b>0.016*</b>                    | ↑ <b>0.016*</b>                                              |
| CD45R                                                                                                                                                | ↑ <b>0.016*</b>                                         | ↑ <b>0.032*</b>                    | 0.222                                                        |
| Foxp3                                                                                                                                                | ↑ <b>0.032*</b>                                         | 0.413                              | ↓ <b>0.016*</b>                                              |
| CD107b                                                                                                                                               | 0.1111                                                  | ↑ <b>0.016*</b>                    | ↑ <b>0.032*</b>                                              |
| Arginase-1                                                                                                                                           | ↑ <b>0.032*</b>                                         | ↑ <b>0.032*</b>                    | 0.151                                                        |
| β-APP                                                                                                                                                | ↑ <b>0.016*</b>                                         | ↑ <b>0.016*</b>                    | 0.056                                                        |
| NeuN                                                                                                                                                 | ↓ <b>0.032*</b>                                         | ↓ <b>0.016*</b>                    | 0.222                                                        |
| TMEV                                                                                                                                                 | 0.921                                                   | 0.286                              | 0.310                                                        |
| <b>Immunohistochemistry, spleen</b>                                                                                                                  |                                                         |                                    |                                                              |
| CHI3L3                                                                                                                                               | ↑ <b>0.032*</b>                                         | n.d.                               | n.d.                                                         |
| <b>RT-qPCR (mRNA), hippocampus</b>                                                                                                                   |                                                         |                                    |                                                              |
| <i>Il1α</i>                                                                                                                                          | ↑ <b>0.032*</b>                                         | n.d.                               | n.d.                                                         |
| <i>Il2</i>                                                                                                                                           | 0.518                                                   | n.d.                               | n.d.                                                         |
| <i>Il4</i>                                                                                                                                           | 1.000                                                   | n.d.                               | n.d.                                                         |
| <i>Il5</i>                                                                                                                                           | 0.161                                                   | n.d.                               | n.d.                                                         |
| <i>Il6</i>                                                                                                                                           | 0.531                                                   | n.d.                               | n.d.                                                         |
| <i>Il10</i>                                                                                                                                          | 0.600                                                   | n.d.                               | n.d.                                                         |
| <i>Ton</i>                                                                                                                                           | 0.064                                                   | n.d.                               | n.d.                                                         |
| <i>Tgfβ</i>                                                                                                                                          | ↑ <b>0.016*</b>                                         | n.d.                               | n.d.                                                         |
| <i>Ifny</i>                                                                                                                                          | 0.064                                                   | n.d.                               | n.d.                                                         |
| <i>Foxp3</i>                                                                                                                                         | ↑ <b>0.032*</b>                                         | n.d.                               | n.d.                                                         |
| <i>TMEV</i>                                                                                                                                          | 0.064                                                   | n.d.                               | n.d.                                                         |
| <b>TMEV Plaque assay, cerebrum</b>                                                                                                                   |                                                         |                                    |                                                              |
| PFU/ml                                                                                                                                               | 0.905                                                   | n.d.                               | n.d.                                                         |
| <b>RT-qPCR (mRNA), single samples, spleen</b>                                                                                                        |                                                         |                                    |                                                              |
| <i>Chi3l3</i>                                                                                                                                        | ↑ <b>0.022*</b>                                         | n.d.                               | n.d.                                                         |
| <i>Ccl2</i>                                                                                                                                          | 0.070                                                   | n.d.                               | n.d.                                                         |
| <i>Ifi16</i>                                                                                                                                         | 0.263                                                   | n.d.                               | n.d.                                                         |
| <b>Flow cytometry, blood</b>                                                                                                                         |                                                         |                                    |                                                              |
| CD4 <sup>+</sup> [%]                                                                                                                                 | 1.0000                                                  | n.d.                               | n.d.                                                         |
| CD8 <sup>+</sup> [%]                                                                                                                                 | 0.753                                                   | n.d.                               | n.d.                                                         |
| CD19 <sup>+</sup> [%]                                                                                                                                | 1.000                                                   | n.d.                               | n.d.                                                         |
| CD4 <sup>+</sup> Foxp3 <sup>+</sup> [%]                                                                                                              | 0.835                                                   | n.d.                               | n.d.                                                         |
| gMFI CD69 gated on CD4 <sup>+</sup> cells                                                                                                            | 0.531                                                   | n.d.                               | n.d.                                                         |
| gMFI CD69 gated on CD8 <sup>+</sup> cells                                                                                                            | 0.531                                                   | n.d.                               | n.d.                                                         |
| gMFI CD44 gated on CD4 <sup>+</sup> cells                                                                                                            | 0.676                                                   | n.d.                               | n.d.                                                         |
| gMFI CD44 gated on CD8 <sup>+</sup> cells                                                                                                            | 1.000                                                   | n.d.                               | n.d.                                                         |

**Supplemental table S3: continued**

| Summary of statistical analyzes: IL-10R blockade during Theiler's murine encephalomyelitis virus (TMEV) infection at 7 days post infection; p-values |                                                         |                                    |                                                              |
|------------------------------------------------------------------------------------------------------------------------------------------------------|---------------------------------------------------------|------------------------------------|--------------------------------------------------------------|
| Investigation                                                                                                                                        | TMEV-infected SJL mice with and without IL-10R blockade | TMEV-infected C57BL/6 and SJL mice | TMEV-infected C57BL/6 mice and SJL mice with IL-10R blockade |
| <b>Flow cytometry, spleen</b>                                                                                                                        |                                                         |                                    |                                                              |
| CD4 <sup>+</sup> [%]                                                                                                                                 | 0.210                                                   | n.d.                               | n.d.                                                         |
| CD8 <sup>+</sup> [%]                                                                                                                                 | 0.403                                                   | n.d.                               | n.d.                                                         |
| CD19 <sup>+</sup> [%]                                                                                                                                | 0.296                                                   | n.d.                               | n.d.                                                         |
| CD4 <sup>+</sup> Foxp3 <sup>+</sup> [%]                                                                                                              | 1.000                                                   | n.d.                               | n.d.                                                         |
| gMFI CD69 gated on CD4 <sup>+</sup> cells                                                                                                            | 0.144                                                   | n.d.                               | n.d.                                                         |
| gMFI CD69 gated on CD8 <sup>+</sup> cells                                                                                                            | 0.210                                                   | n.d.                               | n.d.                                                         |
| gMFI CD44 gated on CD4 <sup>+</sup> cells                                                                                                            | 0.144                                                   | n.d.                               | n.d.                                                         |
| gMFI CD44 gated on CD8 <sup>+</sup> cells                                                                                                            | ↑ <b>0.037*</b>                                         | n.d.                               | n.d.                                                         |

↑↓ = significant up(↑)- or downregulation (↓) in first versus the second group; \* bold p-values = significant difference between both groups,  $p \leq 0.05$ , Mann-Whitney U tests.  $\beta$ -APP =  $\beta$ -amyloid precursor protein; PFU = Plaque forming units; gMFI = geometric mean of fluorescence intensity; H&E = hematoxylin and eosin staining; NeuN = neuron-specific nuclear protein; n.d.= not determined

## Supplemental figures

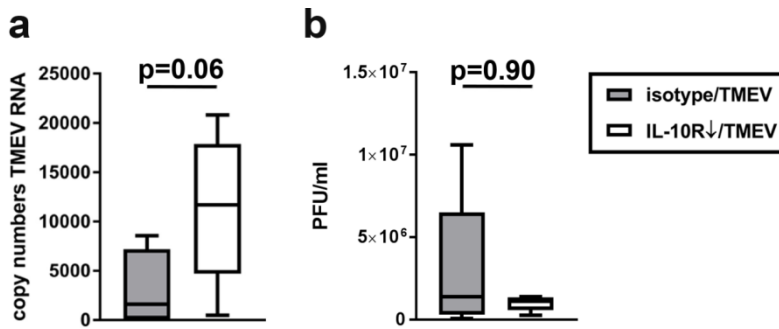

**Supplemental figure S1: quantification of Theiler's murine encephalomyelitis virus (TMEV) in the brain.** (a) Quantification of viral RNA by RT-qPCR. (b) Quantification of infectious virus by plaque assay. Statistical analyzes reveal a slight, non-significant increase of TMEV RNA in animals with IL-10R blockade compared to TMEV-infected isotype-treated animals at 7 days post infection. However, no differences are detected in the quantification of infectious virus particles. Box plots display median and quartiles with minimum and maximum values. PFU = Plaque forming units.

### a SJL/isotype/TMEV

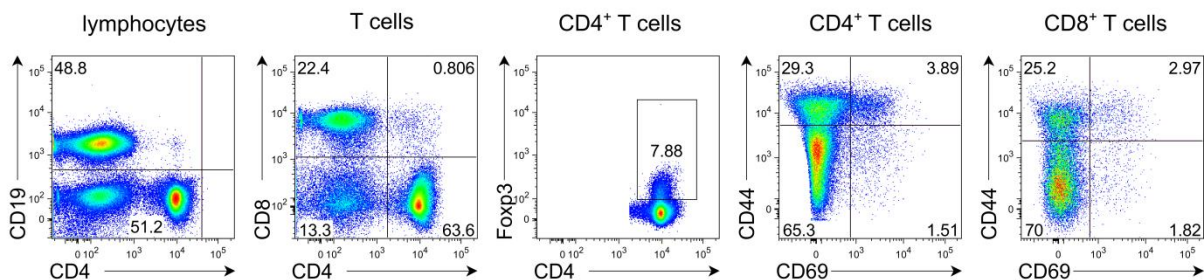

### b SJL/IL-10R $\downarrow$ /TMEV

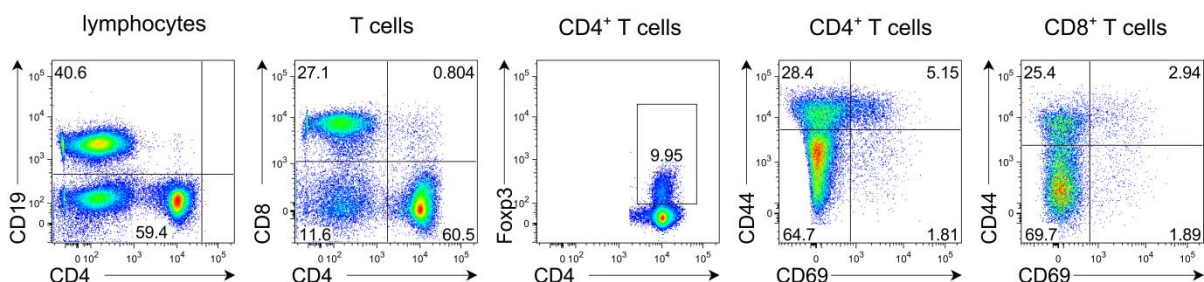

**Supplemental figure S2: Flow cytometry analysis of Theiler's murine encephalomyelitis virus (TMEV)-infected SJL mice following IL-10R blockade at 7 days post infection.** Representative dot plots of an isotype-treated animal (control) (a) and an IL-10R-blocked animal (b). No significant differences were detected in the percentages of investigated cell subsets including CD19<sup>+</sup> B cells, CD4<sup>+</sup> T cells and CD8<sup>+</sup> T cells, as well as expression of CD44 and CD69 on CD4<sup>+</sup> T cells and CD8<sup>+</sup> T cells, respectively.

How the deposited data were processed for this re-analysis (not part of the article)

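RNA-Seq of brain tissue from 15 TMEV-infected SJL mice was analysed, 5 mice at each of 4, 7 and 14 dpi, with 1 library per mouse. The authors aligned 50 bp single reads to GRCm38 with Tophat2, counted reads on annotated genes with htseq-count and deposited these raw counts for each mouse. The authors also deposited RPKM values, which are read counts divided by the length of the longest transcript and the mapped reads, computed by them from the counts. Each mouse had 1 pair of count and RPKM columns, and 92 spike-in sequences in the list had 0 reads in all mice. For 65.2% to 66.4% of genes the RPKM values implied the longest transcript length of GENCODE release M21, and for Tyk2 they implied 4619 nt against 4828 nt in that release. The total by which RPKM values had been scaled was 1.201 to 1.288 times the reads on genes.

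Samples were grouped by the time point in their labels, and mice are named by the letter M and the animal number of the label. Of 39179 gene identifiers, 37607 (96.0%) were matched to a symbol. Reads on genes ranged from 21513540 to 39240796 per mouse. At this depth 3 reads on Il10 correspond to an RPKM of 0.0468 to 0.0867, which covers counting error only. No pair of libraries from the same time point was a repeat of the same library, since the smallest chi-square per degree of freedom among 30 pairs was 6.55.

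The 7 genes of Fig. 1c–i were compared between time points on the deposited RPKM values with the exact two-sided Mann-Whitney U test, and together with an exact permutation test of the summed squared differences of scaled group means. With 5 mice per group the smallest possible p-value of these tests is 0.0079. PCA used log2(RPKM + 1), centred and scaled. Genome-wide comparisons used the raw counts in edgeR 4.0.16 under R 4.3.3 (TMM normalization, filterByExpr, glmQLFit with robust estimation, glmQLFTest) with Benjamini-Hochberg adjustment and a threshold of 0.05, each fit holding only the 10 mice compared. The standard error of a log2 fold change was computed from the quasi-likelihood F statistic. Scores of 20 marker gene sets were the mean of log2(RPKM + 0.1) over the genes of a set, tested with an exact permutation test and adjusted over 60 tests. Pathway genes relative to a marker set were adjusted over 15 tests.

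Genes named in the text are the 7 genes of Fig. 1c–i, the other genes whose mRNA or protein the paper measures, and for each comparison the 3 genes with the largest positive and the 3 with the largest negative log2 fold change among those with an adjusted p-value under 0.05, a mean count of at least 50 in the higher group and complete separation of the mice in TMM-normalized counts. Xist and 4 genes of the Y chromosome were named as a check of the labels. This rule, the main tests and most alternatives were set before the data were examined. Rpl29, Gm13841 and Fhl2 are named outside this rule, to describe the sequence and position of Gm8210. Leaving mitochondrial reads out of the RPKM total and using the striatum marker score as a covariate were added after seeing the data. For the first of these, counts were scaled by the reads on non-mitochondrial genes. This also left out the other reads that the deposited total held. The adjustment of marker scores with 1 mouse left out was at first made only over the comparisons holding that mouse, and was changed after those results were seen to cover all 60 or 15 tests, the other comparisons being kept at 5 mice per group.

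Alternatives covered DESeq2 1.42.0, limma 3.58.1 on log2(RPKM + 0.1), library size only, other filters on low counts, all 3 groups in one fit, offsets for transcript length and GC content from a loess with a span of 0.3, other pseudocounts, other scalings of RPKM and each mouse left out in turn. On simulated counts with 200 changed genes, edgeR recovered 95.5% with 4.02% false calls, and DESeq2 recovered 95.0% with 14.0% false calls. With a simulated shift of long transcripts, 34.9% of edgeR's calls were false, and 3.55% with the offsets. All simulated genes had the same dispersion and the changed ones a log2 fold change of 2, unlike the real data. The exact tests were checked against scipy 1.17.1 with numpy 2.4.6 under Python 3.11.15, and the global test gave p-values under 0.05 in 3% of 400 simulated sets without a difference. Sequence copies of genes were searched with BLAST+ 2.17.0. Data from the IL-10R blockade experiment, histology and RT-qPCR were not analysed here.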

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

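All tests of explanations in this part, and the comparison with other splits of the mice, were chosen or had their reading settled only after the results were seen.

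Of 141 groups of 5 mice examined, 14 had 1 mouse far from the other 4, where about 1 in 20, or 7.05, would be expected by chance. Groups sharing a mouse or related genes are not independent, so the excess over that number was not tested.

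Mouse M159 at 14 dpi was far from the other 4 mice in 3 scores of brain regions. Its striatum score was 1.95 (others 5.597 to 5.880), its hippocampus score -0.59 (others -0.28 to -0.18) and its olfactory bulb score 0.63 (others -1.36911 to -0.99995), and it was lowest of its time point in 8 of 8 striatum genes. Low striatum scores were also present in mice M147 (1.47) and M150 (1.11) at 4 dpi and mouse M155 (2.58) at 7 dpi, against 4.57 to 5.90 in the remaining 11 mice. Loss of neuronal RNA was tested as an explanation with the neuron score, which was 7.3934 in mouse M159 and 7.18 to 7.31 in the other mice at 14 dpi, so it was not lower. A candidate explanation that remains is that the tissue blocks held different parts of the brain, but no test of it independent of these scores was possible, and no biological explanation was tested. The paper's methods name the rostral parts of the cerebra for RNA-Seq, while the sample labels name sections at the level of the hippocampus. Which block was sequenced is therefore not settled. Since mice with a low striatum score occur at all 3 time points, with 2 at 4 dpi and 1 each at 7 and 14 dpi, this score was also used as a covariate. Il10ra then still differed between 4 and 7 dpi (edgeR's quasi-likelihood test, adjusted p = 0.000999).

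Mouse M158 at 14 dpi was far from the other 4 in 3 immune scores, with a regulatory T cell score of -2.04 (others -1.42 to -1.25), a type I interferon response score of 0.96 (others 2.11 to 2.49) and a score of cytokines and chemokines regulated by IL-10 of -0.98 (others -0.43 to -0.23). All 3 were low. Neither a technical nor a biological explanation was tested for this mouse.

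Mouse M150 at 4 dpi was far above the other 4 in Bcl2l15 (RPKM 10.1, others 0.397 to 1.09), Igkc (6.47, others 1.21 to 2.19) and Ighg2b (0.933, others 0.0643 to 0.162). Mouse M147 at 4 dpi was far below in Tyk2 (RPKM 0.902, others 1.48 to 1.64) and far above in the percentage of reads on mitochondrial genes (28.3, others 22.7 to 23.4). Gm15056 had an RPKM of 10.3 in mouse M149 at 4 dpi (others 0.0873 to 2.12) and of 1.23 in mouse M161 at 14 dpi (others 0.135 to 0.370). No explanation was tested for these values.

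Gm8210, a processed pseudogene of Rpl29 that lies inside Fhl2 on chromosome 1 (43189156 to 43189638), had an RPKM of 52.4 in mouse M151 at 7 dpi, far from the 3.70 to 5.62 of the other 4 mice and within the 38.0 to 67.9 of the mice at 4 dpi. At 14 dpi it was 2.87 to 4.06, and Gm8210 is also among the genes outside those the paper discusses, with a log2 fold change of -3.90 between 4 and 14 dpi (standard error 0.24, adjusted p = 0.000132 in edgeR's test, lower in 5 of 5 mice). A mislabelled sample was tested with the T cell score of mouse M151, which was 2.1612, inside the 1.21 to 2.93 of the other mice at 7 dpi and outside the -1.50 to -0.29 at 4 dpi, so the mouse carried the T cell transcripts of its own time point. A difference in read alignment between the mice would be expected to show in other copies as well, and mouse M151 was far from the others in 0 of 102 other processed pseudogenes (6 had another mouse far from the rest, with 1 to 2 for each of the other 4 mice). Reads shared with Rpl29, to which Gm8210 is 99.4% identical over 483 nt, were tested with the RPKM of Rpl29, which was 264.97 in mouse M151 against 248.7 to 377.6 in the others. That range of 128.9 exceeds the gain of 47.8 in Gm8210, so shared reads cannot be told apart. Gm13841 is 100% identical over that length. A germline difference between mice and a difference between batches of mice or libraries, either of which could follow the time points, were not tested, and the pattern is therefore not called biological.

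Genes outside those the paper discusses had the largest changes in each comparison among the genes that met 4 conditions. These genes passed edgeR's filter, had an adjusted p-value under 0.05 in its test and a mean count of at least 50 in the higher group, and all 5 mice at one time point were separated from all 5 at the other in TMM-normalized counts. Genes that met only some of the conditions had larger changes in places. In RPKM the ranges of Bcl2l15 and Ifit3b overlapped. Chil3, which the paper measures, was left out by the filter from 7 to 14 dpi, and without a filter its log2 fold change was -6.27 (adjusted p = 0.0119 in edgeR's test). From 4 to 7 dpi the log2 fold change was 4.88 for Ubash3a (standard error 0.57, adjusted p = 0.000976), 4.86 for Gbp8 (standard error 0.36, adjusted p = 0.000413) and 4.77 for Gzmb (standard error 0.52, adjusted p = 0.000845). It was -2.97 for Bcl2l15 (standard error 0.89, adjusted p = 0.0400), -3.20 for Gm5415 (standard error 0.68, adjusted p = 0.0108) and -4.21 for Xkrx (standard error 0.35, adjusted p = 0.00049). From 7 to 14 dpi it was 3.06 for Ighg2c (standard error 0.35, adjusted p = 0.000214), 3.01 for Igkc (standard error 0.57, adjusted p = 0.0021) and 2.56 for Jchain (standard error 0.45, adjusted p = 0.00143). In the other direction, Clec4e had -6.06 (standard error 1.21, adjusted p = 0.0028), Gm15056 had -6.15 (standard error 1.05, adjusted p = 0.00119) and Slfn4 had -6.31 (standard error 0.81, adjusted p = 0.000325). Between 4 and 14 dpi it was 6.31 for Ighg2b (standard error 0.76, adjusted p = 0.0156), 6.26 for Igkv10-96 (standard error 0.76, adjusted p = 0.0156) and 6.10 for Igkc (standard error 0.59, adjusted p = 0.00402). The decreases were -2.46 for Ifit3b (standard error 0.42, adjusted p = 0.0409), -4.14 for Xkrx (standard error 0.34, adjusted p = 0.00122) and that of Gm8210. Reads per mouse were 0 to 1 on Igkv10-96 and 0 to 3 on Ubash3a at 4 dpi, and 0 to 4 on Clec4e at 14 dpi. The sizes of the changes of these genes are therefore uncertain.

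Gene length or GC content bias was tested on these 18 changes, and 16 still had an adjusted p-value under 0.05 with length and GC offsets. The direction was the same for all 18 with the offsets, DESeq2, library size only, limma on log2(RPKM + 0.1), no filter, the striatum score as covariate and all 3 groups in one fit. The 2 that lost the threshold with the offsets, Bcl2l15 and Ifit3b, also lost it without a filter and with limma, Ifit3b with library size only and Bcl2l15 with the striatum score as covariate, and DESeq2 gave no p-value for Bcl2l15. With 1 mouse left out, Bcl2l15 lost it in 6 of 10 fits, Ifit3b in 8 of 10, Ighg2b in 3 of 10 (adjusted p up to 0.0830) and Igkv10-96 in 4 of 10 (adjusted p up to 0.0828). The log2 fold change of Bcl2l15 ranged from -3.21 to -1.17 in these fits, so its size depends on single mice. The loss of the threshold with the offsets is therefore not specific to length or GC content. Bcl2l15 and Ifit3b cannot be told apart from this bias. For the rise of immunoglobulin genes from 7 to 14 dpi, reads shared between immunoglobulin genes were tested with 4 plasma cell genes that are not immunoglobulin genes. Their score was 0.75 higher at 14 than at 7 dpi (exact permutation test, p = 0.10317) and 1.04 higher at 14 than at 4 dpi (exact permutation test, p = 0.0079). Among these 4 genes, Jchain alone rose by 2.56 from 7 to 14 dpi, which goes against shared immunoglobulin reads for that gene, but it was named for its large change. For the immunoglobulin genes themselves, the score of the 4 genes leaves shared reads from 7 to 14 dpi open.

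The numbers of genes past the threshold were set against other splits of the same 10 mice, of which 126 exist and 100 were drawn for each comparison, the real split among them. In each of the 3 comparisons, 1 of the 100 splits, the real one, gave as many genes with an adjusted p-value under 0.05. The largest number from another split was 0 for 4 against 7 dpi, 578 for 7 against 14 dpi and 0 for 4 against 14 dpi. This shows that the differences follow the time points, not whether handling or library preparation went along with them, which the 15 libraries do not allow to be separated.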

How the results depend on the processing

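No explanation was tested in this part, so for each change given here the cause was not tested. The alternatives with mitochondrial reads left out of the RPKM total and with the striatum score as covariate were chosen after seeing the data. The adjustment of marker scores over all tests with 1 mouse left out was also settled after those scores had been seen. The higher RPKM of Il10, Il10ra, Jak1 and Stat3 at 7 dpi than at 4 and at 14 dpi, the lower RPKM of Socs3 at 14 than at 7 dpi, and the 3 global tests kept their direction and their side of the threshold under all alternatives. With each mouse left out in turn, the exact p-value of these gene-wise comparisons was 0.0159 in all fits, the smallest that 4 mice against 5 allow, so this does not show stability beyond the direction.

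Reversed directions among the RPKM comparisons were all for genes and comparisons with an exact p-value above 0.05 in the main test. The values are from the exact Mann-Whitney U test unless another is named. Direction is that of the rank sum for this test and that of the difference of means for the permutation tests, so a reversal in ranks need not be one in means. For Tyk2 with TMM-normalized counts the ratio of means kept its sign (0.064 from 4 to 7 dpi and -0.042 from 7 to 14 dpi on the log2 scale), while for Stat3 between 4 and 14 dpi it changed from 0.029 to -0.0068 although the ranks did not reverse. With TMM-normalized counts, exact p-values were 0.841 for Tyk2 from 4 to 7 dpi; 1 for Tyk2 from 7 to 14 dpi. With counts divided by DESeq2 size factors, exact p-values were 1 for Tyk2 from 4 to 7 dpi. With mitochondrial reads left out of the RPKM total, exact p-values were 0.841 for Tyk2 from 4 to 7 dpi; 1 for Tyk2 from 7 to 14 dpi; 0.690 for Stat3 between 4 and 14 dpi. In the exact permutation test of log2(RPKM + 0.1), exact p-values were 0.810 for Il10rb from 7 to 14 dpi; 0.984 for Il10ra, 0.770 for Tyk2 between 4 and 14 dpi. In the exact permutation test of log2(RPKM + 1), exact p-values were 0.706 for Il10rb from 7 to 14 dpi; 0.762 for Tyk2 between 4 and 14 dpi. Relative to Gapdh, Actb and Hprt, exact p-values were 0.548 for Il10rb from 7 to 14 dpi; 1 for Jak1, 0.548 for Stat3 between 4 and 14 dpi. Tyk2 from 7 to 14 dpi kept its direction relative to Gapdh, Actb and Hprt but passed the threshold (exact Mann-Whitney U test, p = 0.0159). On PC1, the difference between 4 and 14 dpi changed sign with genes of a mean RPKM of at least 1 (exact permutation test, p = 0.992).

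The numbers of genes with an adjusted p-value under 0.05 depended on the processing. The main counts were 1625 higher and 1614 lower from 4 to 7 dpi, 3013 higher and 3305 lower from 7 to 14 dpi, and 33 higher and 28 lower between 4 and 14 dpi. Counts that differed from these by more than 1.5 times were as follows. With an absolute log2 fold change of at least 1 also required, there were 622 higher and 235 lower from 4 to 7 dpi, 97 higher and 1004 lower from 7 to 14 dpi, 19 higher and 9 lower between 4 and 14 dpi. With library size only, there were 2469 higher and 759 lower from 4 to 7 dpi, 1905 higher from 7 to 14 dpi, 15 higher and 6 lower between 4 and 14 dpi. With limma on log2(RPKM + 0.1), there were 3308 higher and 634 lower from 4 to 7 dpi, 1790 higher from 7 to 14 dpi, 89 higher and 9 lower between 4 and 14 dpi. With all 3 groups in one fit, there were 2483 higher and 2495 lower from 4 to 7 dpi, 55 higher and 61 lower between 4 and 14 dpi. With length and GC offsets, there were 1043 lower from 4 to 7 dpi, 19 higher and 17 lower between 4 and 14 dpi. With DESeq2, there were 265 higher and 456 lower between 4 and 14 dpi. With at least 10 counts in every mouse, there were 15 higher between 4 and 14 dpi. With the striatum score as covariate, there were 59 higher and 67 lower between 4 and 14 dpi. Without a filter, there were 16 lower between 4 and 14 dpi. Across the 10 fits per comparison that each left out 1 mouse, the counts ranged from 1078 to 2419 higher and from 948 to 2118 lower from 4 to 7 dpi, and from 1 to 496 higher and from 2 to 694 lower between 4 and 14 dpi, where the largest count came without mouse M147. The small count between 4 and 14 dpi therefore depends on single mice.

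Among the differences of marker scores, all that reversed had an adjusted p-value above 0.05. With a pseudocount of 1, the values were -0.0041 for hippocampus from 4 to 7 dpi; -0.028 for hippocampus between 4 and 14 dpi. With TMM-normalized counts, the values were -0.030 for hippocampus from 4 to 7 dpi; 0.12 for neuron from 7 to 14 dpi; -0.031 for hippocampus between 4 and 14 dpi. With only genes of a mean RPKM of at least 0.1, the values were -0.0020 for hippocampus between 4 and 14 dpi. Of the other marker scores, 5 passed the threshold only under an alternative. For the pathway genes relative to a marker score, 0 of 15 tests passed the adjusted threshold, and 3 did with a pseudocount of 1. The reversed values with that pseudocount were -0.016 for Socs3 relative to microglia/macrophage from 4 to 7 dpi; 0.60 for Il10 relative to T cell from 7 to 14 dpi; 0.0090 for Jak1 relative to microglia/macrophage between 4 and 14 dpi. At an unadjusted p-value under 0.05 there were 5 of the 15.

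Log2 fold changes of single genes that reversed all had an adjusted p-value above 0.05 in edgeR's main test. With library size only, the values were 0.064 for Hprt from 4 to 7 dpi; -0.021 for Rbfox3 from 7 to 14 dpi. With limma on log2(RPKM + 0.1), the values were 0.13 for Hprt, 0.17 for Il6, 0.23 for Chil3 from 4 to 7 dpi; -0.044 for Rbfox3 from 7 to 14 dpi; 0.070 for Stat3, 0.082 for Ptprc, 0.0067 for Il10ra, 0.021 for Xist between 4 and 14 dpi. With length and GC offsets, the values were 0.20 for Hprt, -0.049 for Tyk2, -0.35 for Xist from 4 to 7 dpi; 0.21 for App, -0.11 for Rbfox3, 0.42 for Xist from 7 to 14 dpi; 0.037 for Ptprc, -0.076 for Tyk2, 0.10 for Xist between 4 and 14 dpi. Without a filter, the values were 0.0082 for Stat3 between 4 and 14 dpi. With the striatum score as covariate, the values were 0.024 for Stat3, -0.012 for Tyk2 between 4 and 14 dpi. Other changes among single genes were 32 weaker and 11 stronger, and DESeq2 gave no p-value for Bcl2l15 from 4 to 7 dpi.

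With 1 mouse left out of the 10 compared, some results changed direction or passed the threshold. The exact p-values of the RPKM comparisons concerned ranged from 0.556 to 1 for Il10rb from 7 to 14 dpi. Those p-values ranged from 0.0159 to 0.206 for Il10, from 0.0317 to 0.190 for Jak1, from 0.556 to 1 for Stat3, from 0.413 to 1 for Socs3 between 4 and 14 dpi. The PC1 difference between 4 and 14 dpi gave exact p-values from 0.5 to 0.992. Differences of marker scores ranged from -0.029 to 0.16 for hippocampus, from -0.22 to 1.01 for choroid plexus from 4 to 7 dpi. The score differences ranged from -0.053 to 0.030 for neuron, from -0.082 to 0.35 for oligodendrocyte, from -0.13 to 0.0049 for hippocampus, from -0.37 to 0.95 for striatum, from -1.21 to 0.026 for choroid plexus, from -0.14 to 0.36 for olfactory bulb from 7 to 14 dpi. The score differences further ranged from -0.076 to 0.39 for microglia/macrophage, from -0.099 to 0.19 for homeostatic microglia, from -0.023 to 0.25 for regulatory T cell, from -0.097 to 0.091 for hippocampus, from -0.27 to 0.12 for thalamus, from -0.56 to 0.16 for choroid plexus, from -0.26 to 0.24 for olfactory bulb between 4 and 14 dpi. Relative to a marker score, they ranged from -0.30 to 0.26 for Jak1 relative to microglia/macrophage from 4 to 7 dpi. Such relative differences ranged from -0.17 to 0.24 for Jak1 relative to microglia/macrophage, from -0.28 to 0.078 for Il10 relative to T cell from 7 to 14 dpi. Such relative differences further ranged from -0.28 to 0.28 for Stat3 relative to microglia/macrophage, from -0.23 to 0.32 for Jak1 relative to microglia/macrophage between 4 and 14 dpi. Log2 fold changes ranged from -0.018 to 0.36 for Il10rb, from -0.11 to 0.016 for Hprt, from -0.51 to 0.34 for Il6, from -0.066 to 0.12 for Tyk2, from -1.50 to 0.42 for Chil3, from -0.041 to 0.15 for Xist from 4 to 7 dpi. Fold changes of genes ranged from -0.23 to 0.14 for Il10rb, from -0.11 to 0.079 for Tyk2 from 7 to 14 dpi. Fold changes of genes further ranged from -0.12 to 0.11 for Stat3, from -0.89 to 0.13 for Tnf, from -0.24 to 0.12 for Ptprc, from -0.075 to 0.059 for Tyk2, from -0.063 to 0.35 for Uty between 4 and 14 dpi. Without 1 mouse, 52 further marker score results and 65 log2 fold changes no longer passed the threshold, and 6 and 5 passed it newly.

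The depth limits what can be said of the weakest transcripts. Il10 had 0 to 3 reads per mouse at 4 dpi and 0 to 10 at 14 dpi, and edgeR's filter left Il10 out of that comparison. Between these time points the exact Mann-Whitney U test depended on mouse M158, the only one at 14 dpi without a read on Il10, since without it p was 0.0159. Il6 at 14 dpi and Il2 and Il5 at all time points had 6 reads or fewer per mouse. With at least 10 counts in every mouse, genes this weak gave no value.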

Differences from the paper's values

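No tests in this part were chosen only after a result was seen. For the targets of the IL-10 pathway tested together, the paper gives p = 0.002 for 4 against 7 dpi and p = 0.004 for 7 against 14 dpi, without listing the genes of that test. The exact permutation test of the 7 genes of Fig. 1c–i gave p = 0.0079 for each, the smallest that 5 mice against 5 allow. Of the alternatives set before the data were examined, the asymptotic distribution of the statistic brought 7 against 14 dpi to 0.0057, within 1.5 times the paper's value. None of them closed the gap for 4 against 7 dpi, where the asymptotic distribution gave 0.0056. Log2(RPKM + 0.1) with and without scaling, log2(RPKM + 1), 6 genes without Il10 and TMM-normalized counts all left the exact permutation test at p = 0.0079, and leaving out 1 mouse gave 0.0079 or 0.0159. Since this exact test cannot go below 0.0079, these alternatives could not have reached the paper's values and say nothing about the gap. The statistic of the paper's global test is given there only by a reference.

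For single genes, the paper gives p = 0.009 for Il10, Il10ra, Jak1 and Stat3 in both comparisons and for Socs3 between 7 and 14 dpi, against an exact p-value of 0.0079, which differs by less than 1.5 times. The normal approximation of the Mann-Whitney U test without continuity correction, an alternative set before the data were examined, reached 0.00902. Medians of the 7 genes at the 3 time points lay within 1.5 times those read by eye from the figure.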

Other observations

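All tests of explanations in this part were chosen, or had their reading settled, only after the results were seen.

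Genes with long transcripts were higher at 7 dpi. The slope of log2 expression on transcript length was 0.069 to 0.155 in the mice at 7 dpi, -0.13 to 0.036 at 4 dpi and -0.13 to 0.014 at 14 dpi (exact permutation test, p = 0.0079 for 7 against 4 and for 14 against 7 dpi, and p = 0.944 for 14 against 4 dpi). The share of reads on mitochondrial genes also differed between 4 and 7 dpi and between 7 and 14 dpi (exact permutation test, p = 0.0079 for each). So did the number of alignments that were not unique, given as a percentage of the reads on genes (exact permutation test, p = 0.0079 for each). Between 4 and 14 dpi, where the slope did not differ, the mitochondrial percentage was lower by 3.70 at 14 dpi (exact permutation test, p = 0.0079). The percentage for alignments that were not unique was lower by 3.27 (exact permutation test, p = 0.175). A property of the libraries that also varies between mice of the same time point was tested within time points. The test was the relation of the slope to the percentage for alignments that were not unique. Across the 15 mice Spearman rho was -0.7536 (permutation p = 0.0032, adjusted p = 0.0064) and Pearson r was -0.84 (permutation p = 3e-04), or -0.74 without the 2 mice farthest from the others. Infiltrating immune cells would be expected to raise the slope with the T cell score, but rho was -0.45 (permutation p = 0.0938, adjusted p = 0.0938) and r -0.28 (permutation p = 0.295), or -0.59 without 2 mice. The shift may therefore be technical at least in part, and a biological shift cannot be told apart from it.

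Gene length or GC content bias as an explanation of the change of Jak1 was tested against 200 genes of similar transcript length, GC content and expression. Jak1 lay at percentile 95.5 for 4 to 7 dpi and at percentile 4.5 for 7 to 14 dpi, inside the central 95% of these genes. Their spread also holds changes with other causes, so this comparison alone does not tell the change of Jak1 apart from that bias. The median log2 fold change of the matched genes was 0.20 and -0.097, against 0.72 and -0.60 for Jak1. With length and GC offsets Jak1 still passed the threshold in edgeR's test, with 0.57 (adjusted p = 0.0047) and -0.43 (adjusted p = 0.00222), so this bias does not fully explain its change. The same comparison placed Il10ra at 98.5 and 2.5 and Stat3 at 99 and 1. Mitochondrial reads in the RPKM total do not account for all of the rise of Jak1. With counts scaled by the reads on non-mitochondrial genes, its log2 ratio of means at 7 and 4 dpi went from 0.91 to 0.71. This scaling also left out the other reads that the deposited total held. The part of the fall due to mitochondrial reads was therefore not separated. Jak1 then still separated all mice at 7 dpi from all at 4 dpi (exact Mann-Whitney U test, p = 0.00794, the smallest possible).

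A larger number of microglia and macrophages is a candidate explanation of the change of Il10ra. Relative to the microglia/macrophage score, Il10ra was 0.54 higher at 7 than at 4 dpi (exact permutation test, adjusted p = 0.1429) and fell by 0.74 from 7 to 14 dpi (exact permutation test, adjusted p = 0.0595), so the change of Il10ra was not told apart from cell number. With 5 mice against 5, a single one of the 15 tests cannot pass the adjusted threshold, and these values are therefore no evidence that the change follows cell number. Il10ra was not set against the scores of T cells or monocytes, so the number of those cells was not tested as an explanation. For Socs3 relative to that score, the value fell by 0.91 from 7 to 14 dpi (exact permutation test, p = 0.0079, adjusted p = 0.0595). Il10 relative to the T cell score fell by 0.87 from 4 to 7 dpi and was lower by 0.95 at 14 than at 4 dpi by the same kind of test (exact permutation test, p = 0.0159, adjusted p = 0.0595 for each). At 4 dpi Il10 lies near the pseudocount, which limits how low it can fall in these differences. Of the 15 relative tests, 0 had an adjusted p-value under 0.05 and 5 an unadjusted one.

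Among the 20 marker scores, the following also passed the adjusted threshold (exact permutation test, p = 0.0079, adjusted p = 0.0265, all 5 mice against all 5). From 4 to 7 dpi the CD8 score rose by 2.97, the regulatory T cell score by 1.49, the IFN-γ response score by 2.19, the MHC class II score by 3.29 and the plasma cell score by 1.50. After 7 dpi, at 14 dpi, the CD8 score fell by 2.10, the regulatory T cell score by 1.39, the IFN-γ response score by 2.42, the type I interferon response score by 3.01, the monocyte score by 2.61 and the score of cytokines and chemokines regulated by IL-10 by 1.48. The plasma cell score rose by a further 1.75. Comparing 14 with 4 dpi, the T cell score was 1.38, the plasma cell score 3.25, the B cell score 1.13 and the MHC class II score 2.10 higher. The 4 plasma cell genes that are not immunoglobulin genes differed less. Their score was 0.29 higher at 7 than at 4 dpi (exact permutation test, p = 0.381). It was 0.75 higher at 14 than at 7 dpi (exact permutation test, p = 0.103) and 1.04 higher at 14 than at 4 dpi (exact permutation test, p = 0.0079).

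Several genes that the paper measured by RT-qPCR in the IL-10R blockade experiment were also measured here in infected mice without treatment. The RPKM of Ifng was 0.0760 ± 0.0667 (SD, n = 5 mice) at 4 dpi, 0.698 ± 0.361 (SD, n = 5) at 7 dpi and 0.102 ± 0.0549 (SD, n = 5) at 14 dpi. That of Il6 was 0.289 ± 0.264 (SD, n = 5), 0.273 ± 0.130 (SD, n = 5) and 0.0453 ± 0.0324 (SD, n = 5). In edgeR's quasi-likelihood test, Tnf had a log2 fold change of 1.17 from 4 to 7 dpi (adjusted p = 0.318) and -1.78 from 7 to 14 dpi (adjusted p = 0.0257). Foxp3 had 2.12 (adjusted p = 0.0254) and -1.65 (adjusted p = 0.0342), Tgfb1 had 1.29 (adjusted p = 0.0140) and -1.13 (adjusted p = 0.0104), and Il1a had 1.16 (adjusted p = 0.00934) and -0.63 (adjusted p = 0.0558). Il4 had -0.54 (adjusted p = 0.0226) and 0.41 (adjusted p = 0.0227), and no longer passed the threshold with length and GC offsets, where its values were -0.14 and 0.11. The mean RPKM of Il4 was 9.24 at 4 dpi, 7.19 at 7 dpi and 8.77 at 14 dpi (n = 5 mice each). It was thus highest at 4 dpi, where the T cell score was lowest, and the source of these reads was not tested. With 1 mouse left out, Foxp3 lost the threshold in 3 of 10 fits from 4 to 7 dpi and in 7 of 10 from 7 to 14 dpi. Tnf lost it in 4 of 10 fits from 7 to 14 dpi. For Il4 this happened in 1 and 2 of 10 fits, and for Tgfb1 in 0 of 10 in both comparisons.

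Kdm5d had 0 reads in all 15 mice, Ddx3y at most 1 and Eif2s3y at most 2. Uty, a further gene of the Y chromosome, had 4 to 20 reads per mouse at 4 dpi, 2 to 12 at 7 dpi and 8 to 14 at 14 dpi, for which no explanation was tested. Xist was expressed in all of them at an RPKM of 12.7 or more.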
